# Comparative Transcriptomic Analysis of Rectal Tissue from Beef Steers Revealed Reduced Host Immunity in *Escherichia coli* O157:H7 Super-Shedders

**DOI:** 10.1371/journal.pone.0151284

**Published:** 2016-03-09

**Authors:** Ou Wang, Guanxiang Liang, Tim A. McAllister, Graham Plastow, Kim Stanford, Brent Selinger, Le Luo Guan

## Abstract

Super-shedder cattle are a major disseminator of *E*. *coli* O157:H7 into the environment, and the terminal rectum has been proposed as the primary *E*. *coli* O157:H7 colonization site. This study aimed to identify host factors that are associated with the super-shedding process by comparing transcriptomic profiles in rectal tissue collected from 5 super-shedder cattle and 4 non-shedder cattle using RNA-Seq. In total, 17,859 ± 354 genes and 399 ± 16 miRNAs were detected, and 11,773 genes were expressed in all animals. Fifty-eight differentially expressed (DE) genes (false discovery rate < 0.05) including 11 up-regulated and 47 down-regulated (log 2 (fold change) ranged from -5.5 to 4.2), and 2 up-regulated DE miRNAs (log 2 (fold change) = 2.1 and 2.5, respectively) were identified in super-shedders compared to non-shedders. Functional analysis of DE genes revealed that 31 down-regulated genes were potentially associated with reduced innate and adaptive immune functions in super-shedders, including 13 lymphocytes membrane receptors, 3 transcription factors and 5 cytokines, suggesting the decreased key host immune functions in the rectal tissue of super-shedders, including decreased quantity and migration of immune cells such as lymphocytes, neutrophils and dendritic cells. The up-regulation of bta-miR-29d-3p and the down regulation of its predicted target gene, *regulator of G-protein signaling 13*, suggested a potential regulatory role of this miRNA in decreased migration of lymphocytes in super-shedders. Based on these findings, the rectal tissue of super-shedders may inherently exhibit less effective innate and adaptive immune protection. Further study is required to confirm if such effect on host immunity is due to the nature of the host itself or due to actions mediated by *E*. *coli* O157:H7.

## Introduction

*Escherichia coli* O157:H7 is a foodborne pathogen that can cause disease in humans, including abdominal cramps, bloody diarrhea and hemolytic uremic syndrome. It is estimated that this bacterium causes more than 60,000 illnesses in the U.S. annually [1]. Cattle are the main reservoir of *E*. *coli* O157:H7, and many *E*. *coli* O157:H7 outbreaks have been traced to contaminated meat, fruits or vegetables that have direct contact with cattle feces or contaminated water [2]. Cattle shedding more than 10^4^ CFU *E*. *coli* O157:H7 per gram of feces are defined as “super-shedders” (SS) [3]. It is speculated that these individuals are the source of the majority of *E*. *coli* O157:H7 cells that enter the environment and/or food processing chain [4]. Three types of super-shedders have been described, which are non-persistent shedders (shedding lasts ~14 days after *E*. *coli* O157:H7 challenge), moderately persistent shedders (lasts ~30 days), and persistent shedders (lasts several months) [5]. Many studies have reported that the recto-anal junction (RAJ) of cattle is the primary colonization site of *E*. *coli* O157:H7, with the formation of biofilms at this location playing an integral role in super-shedding [6]. Although the mechanism of the super-shedding phenomenon is large unknown, many factors such as diet, seasonality, environment, cattle host, and interactions between the microbiome and the intestinal epithelium as well as interactions within the microbiome have been considered to affect this phenomenon [6].

The interactions between *E*. *coli* O157:H7 and the immune system of cattle have been previously reviewed [7]. In general, the flagellum of *E*. *coli* O157:H7 has been suggested to initiate the colonization of the bovine epithelium, and upon colonization the type III secretion system injects effector proteins, including intimin receptor (Tir), *Escherichia* secretion protein (EspA, EspB and EspD) into epithelial cells. In response, the bovine intestinal epithelial cells recognize the *E*. *coli* O157:H7 flagellum with toll-like receptor 5 (TLR5) activating NF-κB pathways. Lipopolysaccharide (LPS) from *E*. *coli* O157:H7 can also be recognized by macrophages and bovine colonic cells, based on the evidence on altered gene expression in cultured cells. Adaptive immune protection can be mounted in cattle against *E*. *coli* O157:H7, including IgG and IgA antibodies against Stx1 (Shiga-like toxin), Stx2, LPS and intimin, as well as *E*. *coli* O157:H7 secretive proteins. Previous gene expression measurement for rectal tissue of cattle shedding *E*. *coli* O157 indicated that the changes in gene expression related to immune responses may be sustained while the number of fecal *E*. *coli* O157 decreases, although the maximum changes in expression may occur when the number of *E*. *coli* O157 peaks [8]. Interestingly, a study challenging calves and peripheral blood mononuclear cells with *E*. *coli* O157 revealed that the Stx produced by *E*. *coli* O157:H7 is able to inhibit the proliferation of lymphocytes [9].

To date, little studies have examined the contributions of host mechanisms at the RAJ to the growth of *E*. *coli* O157:H7 and the super-shedding phenomenon. Antibody secretion and immune cell infiltration and changes in gene expression at this site have been observed in cattle challenged with *E*. *coli* O157:H7 [7]. However, such changes at the RAJ have not been examined in cattle that are natural super-shedders. In this study, we hypothesized that the gene/miRNA expression profiles of RAJ tissue differ between SS and non-shedders (NS) cattle. Comparative transcriptome analysis of RAJ tissues collected from cattle previously shown to be SS and NS [10] was performed using high throughput RNA-Seq.

## Materials and Methods

The animal study was approved by the Animal Care Committee of Lethbridge Research Centre, Agriculture Agri-food Canada (Animal Care Committee protocol number: 1120).

### Identification of SS cattle and rectum tissue collection

Fecal samples were collected from 400 British x Continental feedlot steers (452 kg ± 23 kg) that were fed a barley-grain based finishing diet and cared for in accordance with the guidelines of the Canadian Council of Animal Care (Animal Care Committee protocol number: 1120) [10]. A fecal sample (50 g) from each steer was collected from the rectum, transferred to a sterile container, placed on ice and immediately transported to the laboratory for enumeration using culture-based methods as outlined previously [10]. Briefly, individually collected samples were plated for microbial analysis within 4 h after sample collection. The fecal sample (1 g) was serial diluted with 9 mL of phosphate buffered saline (PBS) from 10^−1^ to 10^−4^. The dilutions were plated onto sorbitol MacConkey agar with 2.5 mg/L potassium tellurite and 0.05 mg/L cefixime (CT-SMAC; Dalynn Biologicals, Calgary, AB), and incubated at 37°C for 18 to 24 h. A colony counter (Reichert, Depew, NY) was used for bacterial enumeration (colony forming unit, CFU), and steers identified with ≥10^4^ CFU of *E*. *coli* O157:H7 per gram of feces were defined as SS. The CT-SMAC selected isolates were then examined using an *E*. *coli* O157 Latex Test kit (Oxoid Ltd, Basingstoke, Hampshire, UK) following the manufacturer’s instruction, and the positive agglutination isolates were further verified using a multiplex PCR assay targeting genes encoding virulent factors including verotoxin (*vt*), intimine (*eaeA)*, H7 flagellin (*fliC*)) as described previously [11] to define the *E*. *coli* O157:H7 serotype. Based on above evaluation, 5 SS and 4 control pen-mates which tested negative for *E*. *coli* O157:H7 (NS) were selected for slaughter. Prior slaughter, the fecal samples of SS were collected twice daily for 4–10 days, and the fecal *E*. *coli* O157:H7 was monitored using the cultured based method as described above and subsequently an immunomagnetic separation assay using anti-*E*. *coli* O157 Dynabeads (Invitrogen, Carlsbad, CA) following manufacturer's instructions as outlined in a previous study [10]. When animals were slaughtered, two 2 cm^2^ biopsies 3–5 cm proximal to the RAJ were collected and immediately flash frozen in liquid nitrogen within 10 min after death of the animal. Samples were stored at -80°C until RNA was extracted.

### RNA extraction

Before RNA extraction, frozen RAJ tissue samples from 5 SS and 4 NS were ground to a fine powder in liquid nitrogen using a pestle and mortar. Total RNA was extracted from about 100 mg of powdered tissue using a mirVana total RNA Isolation Kit (Ambion, Carlsbad, CA, USA) following the manufacturer’s instructions. The Agilent 2200 TapeStation (Agilent Technologies, Santa Clara, CA, USA) and Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA, USA) were used to measure RNA quality and quantity respectively. RNA with an integrity number (RIN) greater than 7.0 (and ratio of 28S/18S ranging from 1.7 to 2.4) was used for RNA-Seq library construction.

### RNA-Seq/miRNA library preparation and sequencing

Extracted total RNA (1 μg) was used for library preparation using a Truseq Stranded Total RNA Sample Preparation kit (Illumina, San Diego, CA, USA) following the manufacturer’s instructions. Firstly, the rRNAs were depleted using biotinylated, target-specific oligos combined rRNA removal beads, and the remaining RNA was fragmented followed by first strand cDNA synthesis with reverse transcriptase and random primers. For the second strand cDNA synthesis, DNA polymerase I and RNase H were used, followed by ligation of the indexed-adapters and PCR enrichment (98°C for 30 sec, followed by 15 cycles of: 98°C for 10 sec, 60°C for 30 sec, 72°C for 30 sec, and 72°C for 5 min; the final products were held at 4°C). To ensure that the size of the products was around 250–270 bp and the concentration was adequate for sequencing, libraries were measured using a Agilent 2200 TapeStation and a Qubit 2.0 Fluorometer, respectively. In addition, miRNA libraries were constructed using a TruSeq Small RNA sample preparation kit (Illumina, San Diego, CA) and 1.0 μg of extracted total RNA was used for library preparation. RNA sequencing was performed using a HiSeq 2000 sequencing system (Illumina, San Diego, CA, USA), with paired-end (100 bp) sequencing for mRNA and single read (50 bp) for miRNA at Genome Quebec Innovation Centre, Montreal, Quebec, Canada.

### mRNA profiling and differential expression analysis

Sequencing reads were first mapped against the reference bovine genome UMD3.1 (DNA source was Hereford cattle) assembly [12] using Tophat2 [13]. The Tophat2 splice aligner was used to address the two most challenging issues in the mapping of RNA-Seq reads: (1) reads spanning multiple exons, and (2) reads more readily mapping to pseudogenes than to their real positions [13]. To study gene expression profiles of RAJ tissues, the read counts mapped to the genome were normalized into FPKM (fragments per kilobase of exon per million fragments mapped) using Cufflinks [14].

The Cufflinks pipeline [14] was used for differentially expressed (DE) gene identification. Cufflinks takes the raw-reads alignment output from Tophat2 and assembles the mapped reads into transcripts to construct a transcriptome for each sample. The reads were assembled into transcripts by Cufflinks, and the transcripts were annotated using Ensembl umd3.1.GTF file (ftp://ftp.ensembl.org/pub/release-80/gtf/bos_taurus). After transcriptome assembly, Cuffmerge was used to merge the transcriptomes into a uniform basis for expression level calculation. The DE analysis were then performed using Cuffdiff with FPKM ≥ 0.3, FDR < 0.05 and log 2 (fold change) > 1 or < -1 as cut-off, which have been applied in other RNA-Seq based studies [15,16]. Only the DE genes expressed in at least 50% of NS and SS, were retained and subjected to functional analysis.

### miRNA profiling and differential expression analysis

miRNA sequencing data were analyzed using sRNA toolbox which includes several independent but interconnected tools for miRNA expression (based on sequences from miRBase [17]), differential expression analysis and target gene prediction [18]. The read counts of identified miRNAs were normalized into reads per million (RPM). Bioconductor package edgeR [19], which provides statistical methods for identification of differentially expressed genes/miRNAs was used for DE miRNA identification, and log 2 (fold change) > 1 or < -1 and FDR < 0.1 were used as cut-offs [20].

Function analysis of DE miRNAs were performed by prediction of their targets using PITA (Probability of Interaction by Target Accessibility) [21] and miRanda [22] packages. Pearson correlation coefficients were calculated between the expression values of miRNA and their target genes. Only the miRNA-target pairs that showing a negative correlation (r < -0.6, P-value < 0.05) were retained for downstream analysis.

### Functional analysis of rectal transcriptome and differentially expressed genes

Functional analysis of the transcriptome of RAJ tissue and DE genes were performed using Ingenuity Pathway Analysis® (IPA, IPA®, QIAGEN Redwood City, www.qiagen.com/ingenuity) with the Ingenuity Knowledge Base (gene only) used as a reference set for our analysis. The function of the core transcriptome of RAJ tissue was based on the top 8,000 genes with the greatest FPKM values (normalized abundance) as IPA does not support analyses with more than 8000 molecules. This software package performs a downstream effect analysis for the biological influence of the input gene set (the transcriptome or DE genes), which first identifies biological function, and then predicts if it is increased or decreased based on up- or down-regulation of genes. A z-score generated from IPA analysis is used to indicate the direction of change of a certain function, with z-scores ≥ 2.0 or ≤ -2.0 indicating the significant increase or decrease in a function, respectively. DAVID Bioinformatics [23] and KEGG_PATHWAY [24] were used for enrichment of biological pathways, and pathway analysis, respectively.

### Validation of gene expression using quantitative real time PCR (qPCR)

The main purpose to perform qPCR on gene expression is to validate the reliability of differential expression identified from RNA-Seq data. Ten identified DE genes related to immune function from RNA-Seq analysis were selected for qPCR validation, including chemokine (*C-C motif*) *ligand 21* (*CCL21*), *chemokine* (*C-C motif*) *receptor 7* (*CCR7*), *CD22 molecule* (*CD22*), *chemokine* (*C-X-C motif*) *ligand 13* (*CXCL13*), *lymphotoxin beta* (*LTB*), *CD19 molecule* (*CD19*), *interleukin 2 receptor*, *alpha* (*IL2RA*), *SH2 domain protein 1A* (*SH2D1A*), *POU class 2 associating factor 1 (POU2AF1)* and *4-domains*, *subfamily A*, *member 1* (*MS4A1*). The primers (Table 1) were designed using NCBI primer blast, and the primer pair specificity was verified by sequencing the PCR products (Table 1) before qPCR analysis.

**Table 1:** Primer sequences, amplicon sizes and annealing temperatures for qPCR assays.

Genes	Oligo sequence (5' to 3')	Amplicon size, bp	Access. No.**	Annealing temp,°C
***CCL21***	F: GCTATCCTGTTCTCGCCTCG	222	NM_001038076.2	60
	R: ACTGGGCTATGGCCCTTTTG			
***CCR7***	F: ACCCTCGCTAGCTACCTCAA	293	NM_001024930.3	64
	R: CGGTCTCTTGTCTTGGGGAC			
***CD22***	F: ACCTCAGTTTCCAGCCCAAG	188	XM_003587236.2	64
	R: CCTCATGGTCACAGACTCGC			
***CXCL13***	F: AACCCTCAAGCCAAATGGACA	154	NM_001015576.2	60
	R: AACCCGGAGCAGGAATGTTG			
***LTB***	F: TGGGAAGAGGAGGTCAGTCC	215	XM_002697371.2	62
	R: TAGCTTGCCATAAGTCGGGC			
***MS4A1***	F: GCGGAGAAGAACTCCACACA	206	NM_001077854.2	64
	R: GGGTTAGCTCGCTCACAGTT			
***IL2RA***	F: GCACGGTCAGGCTTCAGAT	288	NM_174358.2	64
	R: TTCTTGACTTCTTCTGGCCTTG			
***CD19***	F: CTCCCATACCTCCCTGGTCA	127	NM_001245998.1	64
	R: GCCCATGACCCACATCTCTC			
***POU2AF1***	GAGACCATGGTGACTGGTGG	246	NM_001075915.1	62
	AATACGGCCATTGTGGGGAG			
***SH2D1A***	CAGCACCGGGGGTACATAAA	146	NM_001034733.2	62
	TCCTGTAGCACCTTGTGTACTT			
β-actin*	F: CTAGGCACCAGGGCGTAATG	177	AF191490.1	60
	R: CCACACGGAGCTCGTTGTAG			

* Primer sequence from [69]

**NCBI accession number.

Total RNA (1 μg) was first reverse transcribed to single stranded cDNA using Oligo (dT)_12-18_ (Life Technologies, Carlsbad, CA, USA) and SuperScript^TM^ II RT (Life Technologies, Carlsbad, CA, USA). Quantitative real time PCR was performed using a StepOnePlus™ Real-Time PCR System (Applied Biosystems, Foster City, CA, USA) using SYBR® Green (Life Technologies, Carlsbad, CA, USA) chemistry and the following program: 95°C for 20 sec, followed by 40 cycles of denaturation at 95°C for 3 sec, and annealing/extension for 30 sec. The annealing temperature varied for each gene (Table 1). Four commonly used reference genes, bovine *GAPDH*, *18S rRNA*, *RPLP0* and *β-actin* [25], were used for qPCR analysis. Of the genes examined, *β-actin* had the most consistent Cq across all samples, and therefore it was used as the standard reference gene for comparison purposes. ΔCq value was used to indicate the relative quantity of target genes, which was calculated with the equation: ΔCq = Cq_target genes_-Cq_referece gene_. Statistical analysis was performed using two-sample t-test with SAS (version 9.2; SAS Institute Inc., Cary, NC) to compare the ΔCq of NS and SS.

### Availability of sequencing data

The RNA-Seq and miRNA-Seq data are available at NCBI Gene Expression Omnibus (GEO) database under accession number GSE67099 and GSE74627, respectively.

## Results and Discussion

### Identification of super-shedders

Eleven SS were identified from 400 animals (2.75% of sampled cattle) and the 5 individuals that exhibited the highest shedding levels were slaughtered (Table 2). Although these five individuals were not all shedding > 10^4^ CFU/g feces at the time of slaughter, they were confirmed as SS within the previous ten days. Cattle in the present study meet the definition of a non-persistent super-shedder as outlined previously [5]. In addition, although the tissue sampling was performed after SS identification and the number of fecal *E*. *coli* O157 decreased afterwards in the SS, it does not undermine the validity of using collected tissue samples for super-shedding phenomenon investigation. The changes in gene expression potentially induced by *E*. *coli* O157 can last even after the *E*. *coli* O157 shedding drops under super-shedding level [8]. The tissue sampling was managed to be accomplished after cattle were purchased from the commercial feedlot, within 4–10 days after the animals were identified as super-shedders, and all the super-shedders were at least positive for *E*. *coli* O157 before sampling. Therefore, the detected changes in gene expression may be still potentially related to *E*. *coli* O157 colonization.

**Table 2:** *Escherichia coli* O157:H7 numbers (log_10_ CFU/g feces)*.

Steer ID	*E*. *coli* O157:H7 numbers at the day of sampling, log CFU/g feces	Length of time between the first sampling and the day of slaughter, days	*E*. *coli* O157:H7 numbers day of/prior to slaughter, log CFU/g feces
**274_SS**	6.7	8	+** (a day prior to slaughter)
**287_SS**	5.4	8	+ (a day prior to slaughter)
**294_SS**	5.8	10	+ (a day prior to slaughter)
**299_SS**	7.8	10	+ (a day prior to slaughter)
**310_SS**	7.5	4	5.8 (day of slaughter)

*E. *coli* O157:H7 number in fecal samples of steers identified as super-shedders at the day of sampling and day of/prior to slaughter.

**+, positive for *E*. *coli* O157:H7 via immunomagnetic separation assay.

### Transcriptome profiling of bovine rectal tissue

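RNA-Seq libraries of whole tissue, from biopsies that the paper took proximal to the RAJ and calls RAJ tissue, came from 5 SS and 4 NS, with 1 library per steer. The SS were steers 274, 287, 294, 299 and 310, and the NS were steers 108, 152, 165 and 242. Libraries were made from total RNA after depletion of rRNA, kept the strand of the transcripts and were sequenced from both ends. The authors mapped the reads to the bovine genome UMD3.1 with Tophat2 and used the Ensembl gene models. The deposited table gives CPM, counts scaled to the total of the library, for 24616 Ensembl genes in each steer, and the program that counted the reads is not given in the sources used here. In each library, 100% of the values were whole multiples of the value of 1 read, within a tolerance of 0.01 reads, so the counts behind the CPM could be recovered. The recovered totals were 12278503, 10437925, 10655374 and 8580654 reads on genes for NS 108, 152, 165 and 242. For SS 274, 287, 294, 299 and 310 they were 5412523, 11807195, 7492386, 7101669 and 11521214. A count of 0 allows a level of up to 3 counts of the total, which is 0.244 CPM in steer 108, the deepest library, and 0.554 CPM in steer 274, the shallowest, for counting error only. The paper's Table 3 gives 25.6 to 38.2 M reads per steer, of which the paper's mapped share is 61.1% for steer 274 and 75.5% to 85.3% for the other steers. All values given with the results use the recovered totals and not the reads of Table 3. Differences between SS and NS were tested with limma on log2(CPM + 0.5) for the 15410 genes with at least 0.5 CPM in at least 4 steers, with Benjamini-Hochberg adjustment. A fold change on this scale understates the change of genes with low values. The paper itself tested FPKM values with Cuffdiff. No sequencing batch is given in the sources used here. Exact permutation tests on both sides covered all ways to divide 9 steers into groups of 4 and 5, and the smallest p they can give is 0.0159. Gene names came from S3 Table and from the first 1998 of the S1 Table genes, whose number in the paper is 8000, so 2052 of the identifiers had a name.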

The whole tissue of the RAJ was used for transcriptome profiling using RNA-Seq as the lymphoid structures underlying epithelial tissues might also influence super-shedding [26]. In total, the number of paired-end reads generated from parallel sequencing of RAJ tissues ranged from 25.5 M to 38.2 M (Table 3), with 17,859 ± 354 genes identified (at least one read mapped to the gene in at least one animal). 

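In the deposited table, 17859.1 ± 354.5 genes per steer (SD, n = 9) had a value above 0. The number ranged from 17209 in steer 294 to 18387 in steer 108. It was 18151 ± 212 (SD, n = 4) in NS and 17625.6 ± 254 (SD, n = 5) in SS, and every SS had fewer genes than every NS (exact permutation test, p = 0.0159). With each library thinned to 5412523 reads, a step chosen after seeing the data, 17172 ± 393 genes per steer (SD, n = 9) were detected and SS and NS overlapped (exact permutation test, p = 0.524). With detection set at 0.5 CPM or more, the number was 15104.4 ± 241 (SD, n = 9).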

The core transcriptome of RAJ tissue included 11,773 genes (with FPKM ≥ 0.03 in all animals).

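Of the genes in the deposited table, 15105 had a value above 0 in all 9 steers, 21415 in at least 1 steer and 3201 in none. FPKM values need gene lengths and were not computed here, so the number of genes at the FPKM threshold of the paper was not analysed here. The value of 1 read was 0.0814 CPM in steer 108 and 0.185 CPM in steer 274, so a value above 0 stands for a lower level in the deeper library.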

**Table 3:** Sequencing results and percentage of reads mapped to reference genome by Tophat2.

Library name (Steer ID)	No. of Reads generated	Average Quality score	No. of reads mapped to reference	% of mapped reads
**108_NS**	38.2M	35	30.3M	79.2
**152_NS**	25.6M	35	20.1M	78.5
**165_NS**	27.6M	35	22.9M	82.9
**242_NS**	30.1M	35	23.5M	78.2
**274_SS**	27.0M	35	16.5M	61.1
**287_SS**	28.3M	35	24.1M	85.3
**294_SS**	28.7M	36	21.7M	75.5
**299_SS**	27.2M	36	21.0M	77.2
**310_SS**	35.0M	35	27.7M	79.2

The top physiological functions associated with the core transcriptome (analyzed from top abundant 8,000 genes in S1 Table) of RAJ tissue is shown in Fig 1. A summary of the genes involved in each functional category is included in S2 Table and the identified function was plotted in -log_10_ (p-value) scale, with the p-value measuring if the association between a set of uploaded genes and a given function was due to random chance (Fig 1). The identified basic physiological functions fit this tissue since the rectum contains muscles, blood vessels (arteries, veins), lymphatics, and nerve fibers [27]. The main physiological function of the RAJ is to store and eliminate feces through peristalsis under the control of the nervous system [28]. 

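Genes of smooth muscle differed widely between the 9 biopsies. MYH11 (myosin heavy chain of smooth muscle) ranged from 89.1 CPM in steer 274 to 28258 CPM in steer 294, DES (desmin) from 27.9 to 6775 CPM and ACTG2 (enteric gamma actin) from 6.84 to 5409.8 CPM in the same steers. Of 11 smooth muscle genes listed as markers, 10 had an identifier. Their mean log2 value was 8.92 ± 1.03 (SD, n = 4) in NS and 8.39 ± 2.68 (SD, n = 5) in SS, and the groups were not distinguishable (exact permutation test, p = 0.714). The mean log2 difference of SS from NS was -0.52, and its direction was not stable. It was 0.33 without steer 274, 0.88 with edgeR and 0.92 with DESeq2. Without steers 165, 242, 287, 294 and 299 in turn, it was -0.22, -1.01, -0.12, -1.29 and -1.09. None of 8 genes listed for enteric neurons and glia had an identifier, so nervous tissue was not analysed here.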

As shown in Fig 1, genes associated with the development of the muscular (involved 275 genes) and nervous system (involved 562 genes) are included the core transcriptome of the rectal tissue. 

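COL1A1 was at 1266 ± 598 CPM (SD, n = 4) in NS and 2473 ± 2543 CPM (SD, n = 5) in SS, and COL1A2 at 1734 ± 925 and 3307 ± 3444 CPM (SD). DCN (decorin) was at 815 ± 337 CPM in NS and 1648 ± 1816 CPM in SS (SD, n = 4 and 5). Steers 274 and 294 had 8354 and 5436 CPM of COL1A2, against 505 to 1181 CPM in the other SS. The 10 fibroblast genes with an identifier, of 12 listed as markers, had a mean log2 value of 8.54 ± 0.34 (SD, n = 4) in NS and 9.02 ± 1.33 (SD, n = 5) in SS. The difference was within the range of other divisions of the steers (exact permutation test, p = 0.476). The 11 genes of colonic epithelium with an identifier varied from a mean log2 value of 2.66 in steer 294 to 9.58 in steer 287, and SS and NS were not distinguishable (exact permutation test, p = 0.556).

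**Figure D1:**
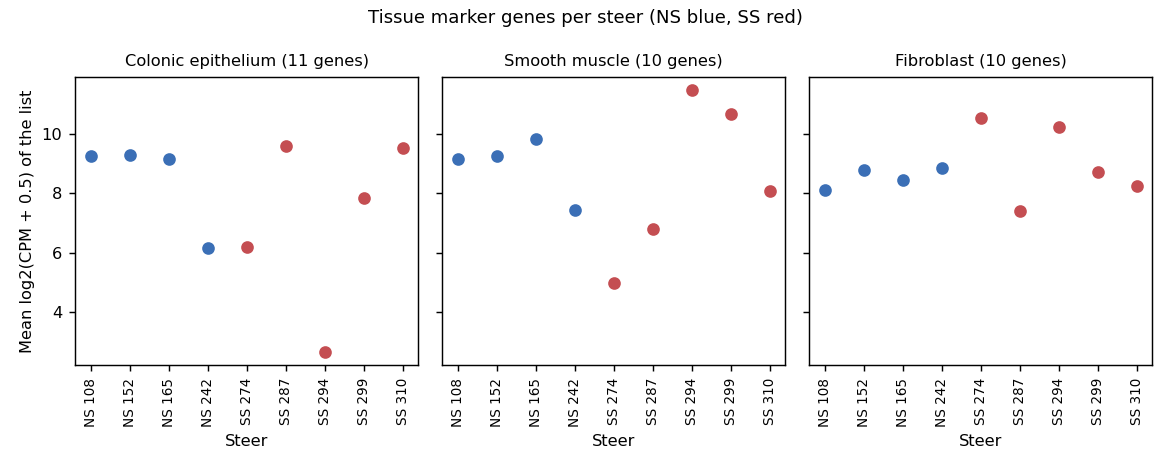
Mean log2(CPM + 0.5) of the marker genes of colonic epithelium (11 genes), smooth muscle (10 genes) and fibroblasts (10 genes) in each steer, NS in blue and SS in red, 1 point per steer. Steer 294 has the lowest epithelium mean and the highest smooth muscle mean, and steers 242 and 274 also have low epithelium means.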

Considering that connective tissue is one of main components of the mucosa, submucosa, muscularis and adventitia of the RAJ, it is not surprising that “connective tissue development and function” was one of the top physiological processes (Fig 1). 

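CD3G, a subunit of the T-cell receptor complex, was at 43.2 ± 42.2 CPM (SD, n = 4) in NS and 16.6 ± 9.51 CPM (SD, n = 5) in SS, from 2.67 CPM in steer 294 to 107 CPM in steer 242. XBP1, which is high in plasma cells and other secretory cells, was at 349 ± 109.8 CPM in NS and 301 ± 163 CPM in SS (SD, n = 4 and 5). The macrophage genes C1QA and AIF1 were at 154 ± 99.8 and 23.3 ± 14.8 CPM in NS and at 159 ± 135 and 20.6 ± 10.2 CPM in SS (SD). For none of these 4 genes were the groups distinguishable, with exact permutation p of 0.159 for CD3G, 0.524 for XBP1, 0.921 for C1QA and 0.778 for AIF1. The log2 differences of C1QA and AIF1 were -0.08 and -0.11 as deposited and 0.07 and 0.03 after median-of-ratios scaling.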

Other identified prominent physiological functions included hematological system development (1,145 genes), lymphoid tissue structure development (526 genes), and immune cell trafficking (580 genes). These observations correspond to the highly vascularized nature [27] of the RAJ and the presence of lymphoid follicles (ILFs) and lamina propria lymphocytes at this site as identified in cattle [26].

**Fig 1:**
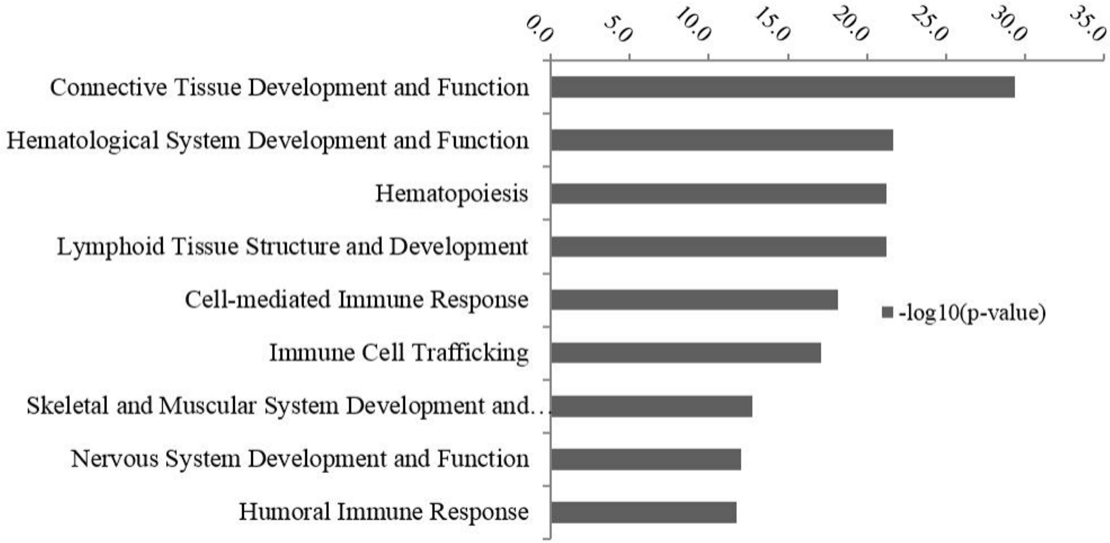
Top enriched functional terms (physiological process) by IPA for the core transcriptome of rectal anal junction (RAJ). The y-axis is on–log_10_ (P-value) scale: the greater the–log_10_ (P-value), the more likely that function is associated with the core transcriptome of the RAJ.

### Differentially expressed genes in RAJ between super-shedders and non-shedders and qPCR validation

Based on DE analysis, a total of 58 DE genes were identified between SS and NS, with 11 up-regulated and 47 down-regulated genes in SS, with log 2 (fold change) ranging from -5.5 to 4.2 (S3 Table). 

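In the deposited CPM values, limma found 0 DE genes between SS and NS at an adjusted p below 0.05 and an absolute log2 fold change above 1, the thresholds of the paper. The lowest adjusted p over the 15410 genes tested was 0.234. There were 610 genes with an unadjusted p below 0.05, of which 55 were higher and 555 lower in SS, while 770.5 would be expected by chance. This number depended on single steers, from 316 without steer 242 (47 higher and 269 lower) to 1177 without steer 287 (328 higher and 849 lower). The median log2 difference of all genes was -0.13 as deposited and 0.01 after median-of-ratios scaling, under which 192 of the genes below 0.05 were higher and 267 lower. On the recovered counts, the quasi-likelihood test of edgeR found 0 DE genes and 597 with an unadjusted p below 0.05 (240 higher and 357 lower). DESeq2 moved the count most, to 19 DE genes, all lower in SS, with 897 at an unadjusted p below 0.05, of which 497 were higher and 400 lower.
All 58 genes of S3 Table changed in the direction given there. Of these, 39 had an unadjusted p below 0.05 in limma, all of them lower in SS, and 0 passed 0.05 after adjustment over all genes. The lowest adjusted p among the 58 was 0.612, for CXCL13 and ELL3. Adjusted over the list alone, 26 genes passed 0.05, all lower in SS, which is not independent evidence because the study chose the list on these samples. This count was 46 with edgeR, of which 2 were higher in SS, 37 with DESeq2, which gave a p for 40 of the genes, with 7 higher, 16 with the mapped percentage as a covariate and 17 without steer 310. In 23 of the 47 down-regulated genes every SS was below every NS. In 0 of the 11 up-regulated genes was every SS above every NS. Chance separates the groups in 1 direction in 0.794% of genes, but the study chose these genes on the same steers. Over all genes tested, the groups were apart in either direction in 348 genes, or 2.26%, where chance gives 1.59%.
The median log2 fold change was -2.11 over the 47 down-regulated genes and 0.83 over the 11 up-regulated genes. ELL3 on chromosome 21 of UMD3.1, from 55947481 to 55950835, was at 28.1 ± 17.8 CPM (SD, n = 4) in NS and 2.96 ± 1.18 CPM (SD, n = 5) in SS, a log2 fold change of -2.91 (standard error 0.49). PLA2G2A (chromosome 2 from 133289294 to 133295334) was at 82.5 ± 44.7 and 6.65 ± 6.21 CPM (SD), a log2 fold change of -4.06 (standard error 0.89). HSPB6 (chromosome 18 from 46654242 to 46656762), with the largest rise of the 58 genes in limma, was at 3.81 ± 1.12 CPM in NS and 15.8 ± 16.9 CPM in SS (SD), a log2 fold change of 1.29 (standard error 0.73) that was within the spread of the steers (exact permutation test, p = 0.206) and was 0.76 without steer 294. By the log2 ratio of the group means SFRP2 rose more, with 2.51 against 2.06 for HSPB6, as it did in edgeR and DESeq2. Steer 274 held 65.7% of the summed SS values of SFRP2, and without it the limma log2 fold change of SFRP2 fell from 1.04 to 0.21. CDKN1C was at 180.3 CPM in steer 274 and between 2.29 and 14.9 CPM in the other SS, and its log2 fold change of 0.57 turned to -0.42 without steer 274.
Steer 242 had the highest value of all 9 steers for 39 of the 47 down-regulated genes and steer 294 the lowest for 40. The highest NS held a median of 65.7% of the summed NS values of a down-regulated gene. Of the 11 up-regulated genes, 8 were highest in steer 274 and 3 in steer 294.

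**Figure D2:**
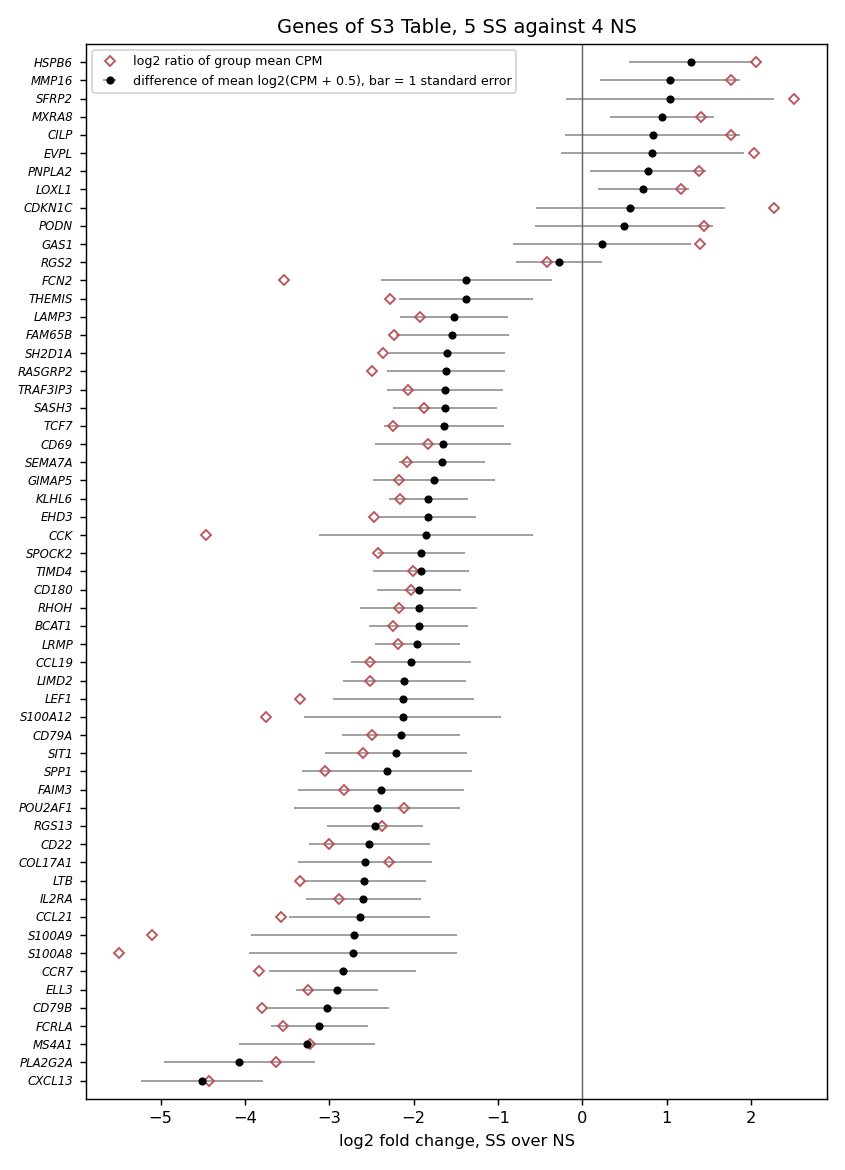
Log2 fold change of SS over NS for genes of S3 Table, as the difference of the mean log2(CPM + 0.5) with 1 standard error (black points and bars) and as the log2 ratio of the mean CPM of the groups (red diamonds). CXCL13 has the largest fall of the black points and HSPB6 their largest rise, and SFRP2 has the largest rise of the red diamonds.

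The paper took its DE genes to functional analysis with IPA and DAVID. From the lower expression of genes with immune functions, it proposes that innate and adaptive immune functions were reduced at the RAJ of SS.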

Among ten genes selected for qPCR, seven of them including *CCR7*, *CD22*, *CXCL13*, *LTB*, *IL2RA*, *CD19*, and *SH2D1A* showed significantly lower expression in SS comparing to NS, similar as identified by RNA-Seq (Fig 2). 

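In the RNA-Seq values of the deposited table, CXCL13, CCR7, IL2RA, LTB, CD22 and SH2D1A were lower in SS. The largest log2 fold change of these genes was that of CXCL13, -4.51 (standard error 0.72), followed by CCR7 with -2.84 (standard error 0.87). It was -2.59 (standard error 0.68) for IL2RA, -2.58 (standard error 0.73) for LTB, -2.52 (standard error 0.72) for CD22 and -1.61 (standard error 0.69) for SH2D1A. In limma the adjusted p over all genes was 0.928 for each of them other than CXCL13, and DESeq2 called CXCL13 and IL2RA of these genes (adjusted p = 0.0492 for IL2RA), and gave no adjusted p for CCR7, LTB and SH2D1A. Every SS lay below every NS for CXCL13, CCR7, IL2RA and LTB (exact permutation test, p = 0.0159 each). The groups overlapped for CD22 and SH2D1A (exact permutation test, p = 0.0317 each). CCR7 was at 49.2 ± 74.1 CPM (SD, n = 4) in NS and 3.45 ± 2.10 CPM (SD, n = 5) in SS, IL2RA at 50.0 ± 51.4 and 6.79 ± 4.31 CPM, and SH2D1A at 16.1 ± 20.9 and 3.12 ± 1.33 CPM (SD). Steer 242 held 81.4% of the summed NS values of CCR7, and without it the log2 fold change of CCR7 was -1.92 and that of SH2D1A -0.86. The qPCR values of the paper were not analysed here.

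**Figure D3:**
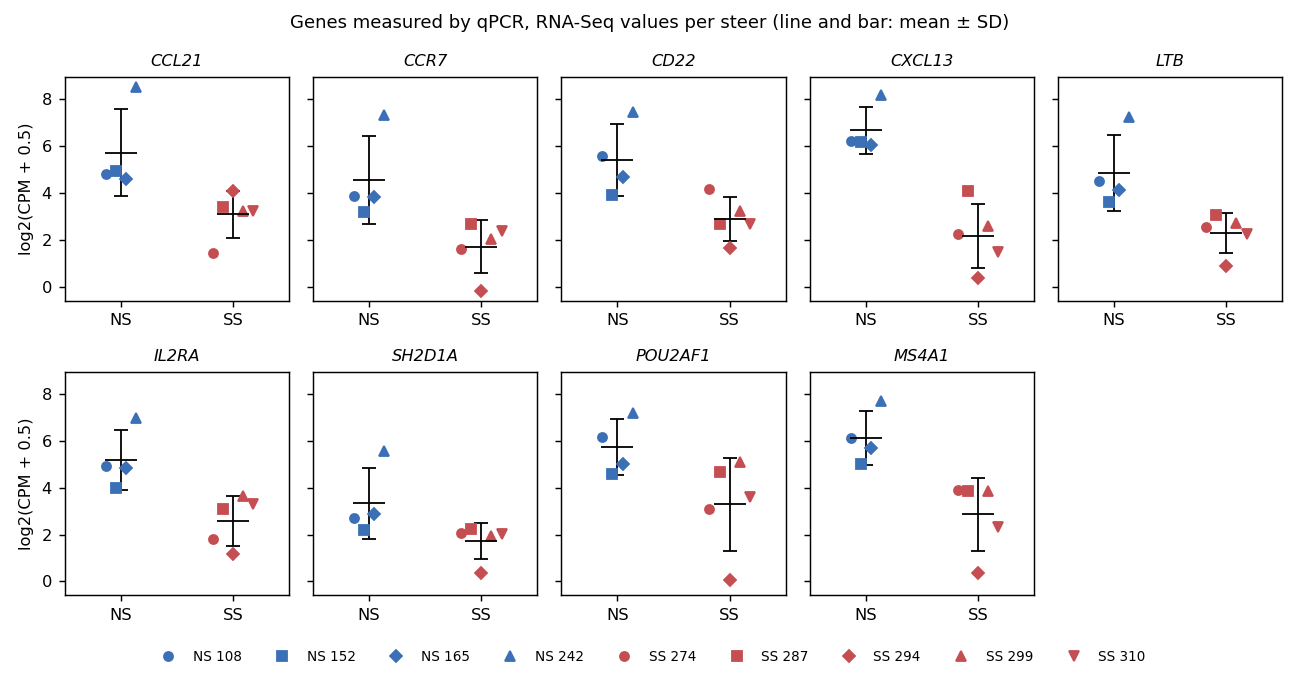
RNA-Seq values of 9 genes chosen for qPCR in each steer, as log2(CPM + 0.5), NS in blue and SS in red with 1 symbol per steer, horizontal line and bar for the group mean ± SD. Steer 242 is the highest NS in all 9 genes, and steer 294 the lowest SS in all but CCL21.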

While expressions of *MS4A1*, *POU2AF1* and *CCL21* were not significantly different between SS and NS, their ΔCq in SS was greater than in NS, indicating a trend for lower expression in SS. 

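In the RNA-Seq values, MS4A1 had a log2 fold change of -3.26 (standard error 0.81), POU2AF1 of -2.43 (standard error 0.98) and CCL21 of -2.64 (standard error 0.84). All SS were below all NS for MS4A1 and CCL21 (exact permutation test, p = 0.0159), but not for POU2AF1, where SS 287 and 299 were within the range of NS (exact permutation test, p = 0.0794). POU2AF1 was at 67.9 ± 55.8 CPM (SD, n = 4) in NS and 15.7 ± 13.4 CPM (SD, n = 5) in SS. Without steer 294, its log2 fold change was -1.62. The adjusted p in limma was 0.928 for all 3 genes. Of the genes used as qPCR references, ACTB differed by -0.16 on the log2 scale between SS and NS, GAPDH by -0.30 and RPLP0 by -0.64. After median-of-ratios scaling these differences were -0.01, -0.15 and -0.49. The steers of the 2 groups overlapped for ACTB, RPLP0 and GAPDH (exact permutation test, p = 0.429, 0.127 and 0.0317).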

The consistency between qPCR and RNA-Seq is in agreement with previous studies that gene expression levels detected by these two methods are strongly correlated, although not completely consistent [29,30].

**Fig 2:**
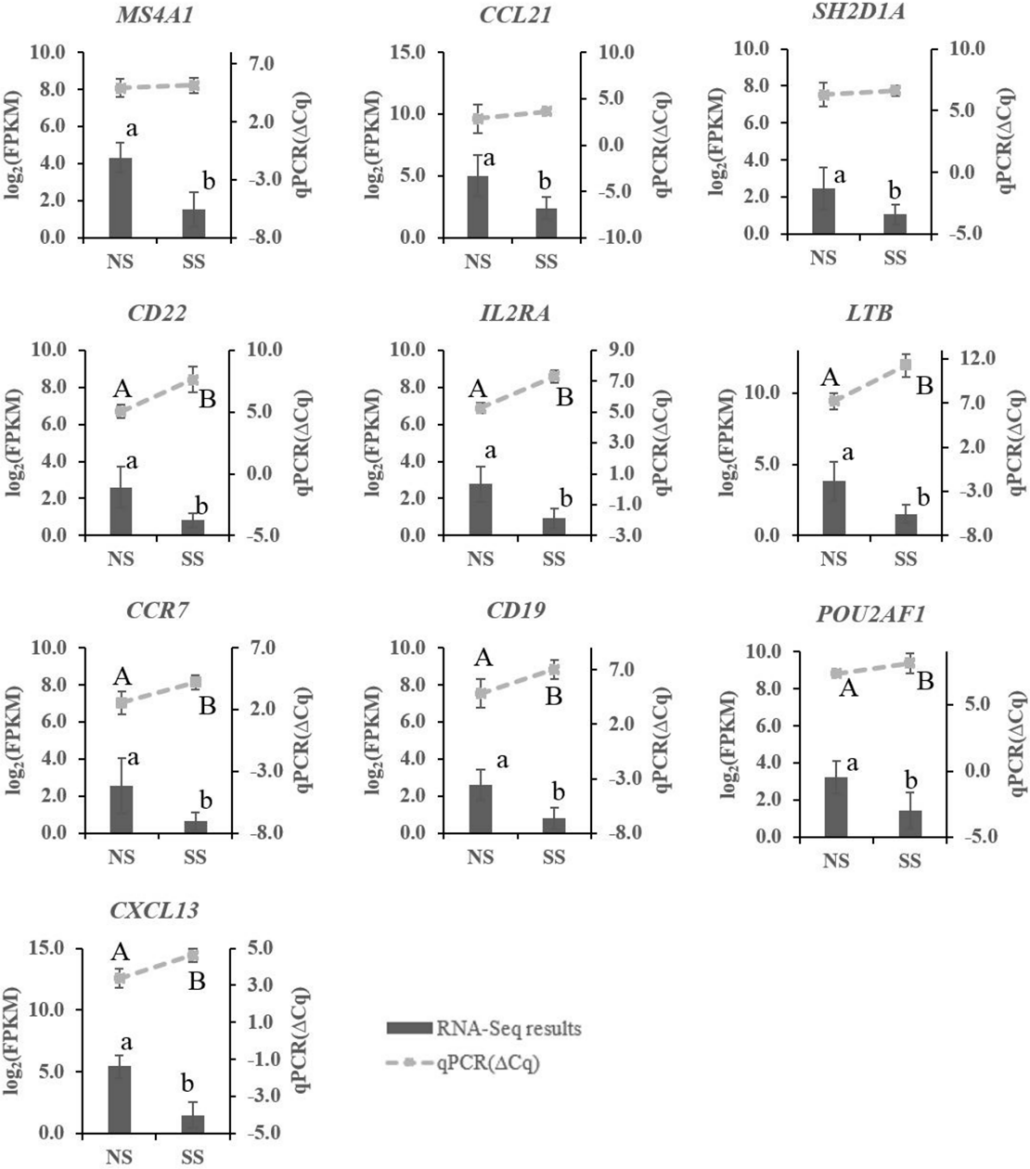
Expression of selected differentially expressed (DE) genes as detected by qRT-PCR and RNA-Sequencing. Differentially expressed genes as measured by qPCR are shown by lines on the top and values are indicated by the right Y-axis as relative expression level (ΔCq). Lower ΔCt values represent higher gene expression levels and *vice versa*. Gene expression as measured by RNA-Seq are shown by bar graphs on the bottom and values are indicated by the left Y-axis as log2 (FPKM). A, B indicate a significant difference in the relative expression detected by qPCR (P-value < 0.05); a, b indicate a significant difference in expression of genes detected by RNA-Seq (FDR < 0.05). Data are presented as mean ± standard deviation. NS and SS represent non-shedders and super-shedders, respectively.

### Differentially expressed genes that are associated with host adaptive immunity

When the functions of all DE genes were analyzed, the top enriched GO (Gene Ontology) term was “immune system process” based on DAVID bioinformatics functional annotation. 

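The mean log2 value of the 31 immune genes of Table 4 was 4.84 ± 1.21 (SD, n = 4) in NS and 2.49 ± 0.85 (SD, n = 5) in SS. The mean log2 difference of SS from NS was -2.35 and the median -2.21. The mean of every SS was below that of every NS (exact permutation test, p = 0.0159). The set test camera of limma, with its preset correlation of 0.01 between genes, gave p = 4.78e-27, far below the smallest exact permutation p that 9 steers allow. The genes varied together, with an estimated correlation of 0.613. With that correlation camera gave p = 0.0267 and the rotation test fry 0.0124, beside the exact permutation p. This camera p was 0.0657 without steer 310 and 0.0634 without steer 287. With all steers, all lists of immune genes of the paper had camera p below 0.05 with the preset correlation, and all but the 5 genes of lymphatic hypoplasia kept p below 0.05 with the estimated correlation. None of these tests is independent evidence, since the study chose the genes on these samples. Weighting the steers in limma by the spread of their values moved the mean difference most, to -1.48. Leaving out 1 steer gave mean differences from -2.62 without steer 165 to -1.75 without steer 242. The steer means within NS were 4.37, 4.32 and 4.03 in steers 108, 152 and 165 and 6.64 in steer 242. Within SS, steer 294 had a mean of 1.02, and the others lay between 2.65 and 3.13.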

IPA functional analysis also showed that 31 down regulated DE genes were related to immune functions, and several of gene products were immune cell membrane receptors and cytokines (Table 4).

**Table 4:** Functions of 31 down-regulated DE genes in super-shedders that are associated with immune functions predicted by IPA.

Symbol	Entrez Gene Name	Location	Type (s)	Log 2 (fold change)*
***CD69***	*CD69 molecule*	Plasma Membrane	transmembrane receptor	-1.8
***CD180***	*CD180 molecule*	Plasma Membrane	other	-1.9
***TIMD4***	*T-cell immunoglobulin and mucin domain containing 4*	Plasma Membrane	other	-2.0
***RHOH***	*ras homolog family member H*	Plasma Membrane	enzyme	-2.0
***SIT1***	*signaling threshold regulating transmembrane adaptor 1*	Plasma Membrane	other	-2.3
***CD79A***	*CD79a molecule*, *immunoglobulin-associated alpha*	Plasma Membrane	transmembrane receptor	-2.4
***FAIM3***	*Fas apoptotic inhibitory molecule 3*	Plasma Membrane	other	-2.6
***CD19***	*CD19 molecule*	Plasma Membrane	transmembrane receptor	-2.6
***IL2RA***	*interleukin 2 receptor*, *alpha*	Plasma Membrane	transmembrane receptor	-2.7
***CD22***	*CD22 molecule*	Plasma Membrane	transmembrane receptor	-2.8
***MS4A1***	*membrane-spanning 4-domains*, *subfamily A*, *member 1*	Plasma Membrane	other	-2.9
***CD79B***	*CD79b molecule*, *immunoglobulin-associated beta*	Plasma Membrane	transmembrane receptor	-3.3
***CCR7***	*chemokine (C-C motif) receptor 7*	Plasma Membrane	G-protein coupled receptor	-3.6
***KLHL6***	*kelch-like family member 6*	Other	other	-2.0
***POU2AF1***	*POU class 2 associating factor 1*	Nucleus	transcription regulator	-2.0
***TCF7***	*transcription factor 7 (T-cell specific*, *HMG-box)*	Nucleus	transcription regulator	-2.0
***LEF1***	*lymphoid enhancer-binding factor 1*	Nucleus	transcription regulator	-3.1
***CCL19***	*chemokine (C-C motif) ligand 19*	Extracellular Space	cytokine	-2.2
***SPP1***	*secreted phosphoprotein 1*	Extracellular Space	cytokine	-2.9
***LTB***	*lymphotoxin beta (TNF superfamily*, *member 3)*	Extracellular Space	cytokine	-2.9
***CCL21***	*chemokine (C-C motif) ligand 21*	Extracellular Space	cytokine	-3.4
***CXCL13***	*chemokine (C-X-C motif) ligand 13*	Extracellular Space	cytokine	-4.3
***SASH3***	*SAM and SH3 domain containing 3*	Cytoplasm	other	-1.7
***GIMAP5***	*GTPase*, *IMAP family member 5*	Cytoplasm	other	-2.0
***FAM65B***	*family with sequence similarity 65*, *member B*	Cytoplasm	other	-2.1
***THEMIS***	*thymocyte selection associated*	Cytoplasm	other	-2.2
***SH2D1A***	*SH2 domain containing 1A*	Cytoplasm	other	-2.2
***PLA2G2A***	*phospholipase A2*, *group IIA (platelets*, *synovial fluid)*	Cytoplasm	enzyme	-3.6
***S100A12***	*S100 calcium binding protein A12*	Cytoplasm	other	-3.8
***S100A9***	*S100 calcium binding protein A9*	Cytoplasm	other	-5.0
***S100A8***	*S100 calcium binding protein A8*	Cytoplasm	other	-5.5

*log 2 (fold change) is log ratio of gene expression level in super-shedders to non-shedders.

According to IPA functional analysis, the identified DE genes were involved in 56 physiological processes (IPA z-score ≤ -2.0 or ≥ 2.0) (Fig 3 and S4 Table). 

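KLHL6 (chromosome 1 from 84158815 to 84211374 of UMD3.1) was at 25.2 ± 19.1 CPM (SD, n = 4) in NS and 5.63 ± 1.44 CPM (SD, n = 5) in SS, a log2 fold change of -1.82 (standard error 0.47). RHOH (chromosome 6 from 60848685 to 60896785) fell from 50.4 ± 52.0 to 11.1 ± 6.20 CPM (SD), a log2 fold change of -1.94 (standard error 0.70). For both genes every SS was below every NS (exact permutation test, p = 0.0159), as for SASH3, with 82.0 ± 80.9 CPM in NS, 22.3 ± 9.90 CPM in SS (SD) and a log2 fold change of -1.63 (standard error 0.61). SIT1 had a log2 fold change of -2.21 (standard error 0.84), with SS and NS overlapping (exact permutation test, p = 0.0317). The identifier analysed here is that of SIT1 in S3 Table, and SIRT1 was not analysed here. In limma, none of these genes passed an adjusted p of 0.05 over all genes, and in DESeq2, which gave no adjusted p for SASH3, KLHL6 did (adjusted p = 0.0407). Without steer 242, the log2 fold change of SASH3 was -1.05.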

The “hypoplasia of lymphatic system” was the only function predicted to be increased in SS (S4 Table), and five down-regulated genes were involved in this function, including *Kelch-Like Family Member 6* (*KLHL6*), *POU2AF1*, *Ras Homolog Family Member H* (*RHOH*), *SAM And SH3 Domain Containing 3* (*SASH3*), and *Sirtuin 1* (*SIT1*) (Table 4). The transcription factor encoded by *POU2AF1* is involved in development of B-cells, and formation of germinal centers in peripheral lymphoid organs [31], while *RHOH* and *SITI* have been reported to be involved in regulation of maturation of T-cells [32,33]. Moreover, *SASH3* is involved in B- and T-cell proliferation [34], and *KLHL6* is suggested to play a role in B-cell maturation [35]. 

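For KLHL6, POU2AF1, RHOH, SASH3 and SIT1 together, the mean log2 value was 5.05 ± 1.20 (SD, n = 4) in NS and 3.05 ± 1.15 (SD, n = 5) in SS, a mean difference of -2.01. The SS steers had means of 2.95 (274), 3.91 (287), 1.11 (294), 3.86 (299) and 3.41 (310), and the lowest NS was steer 152 with 3.99. The gap between the groups was thus 3.91 against 3.99 at its narrowest. With the estimated correlation between these genes, camera gave p = 0.0601 and fry 0.0321, against the exact permutation p of 0.0159. Without steer 242 the mean difference was -1.44 and the p from fry 0.0722. All these p are for genes that the study chose on these steers, so they are not independent evidence.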

Down-regulation of these genes suggests possible disrupted maturation and proliferation of B- and T-cells in RAJ tissues.

**Fig 3:**
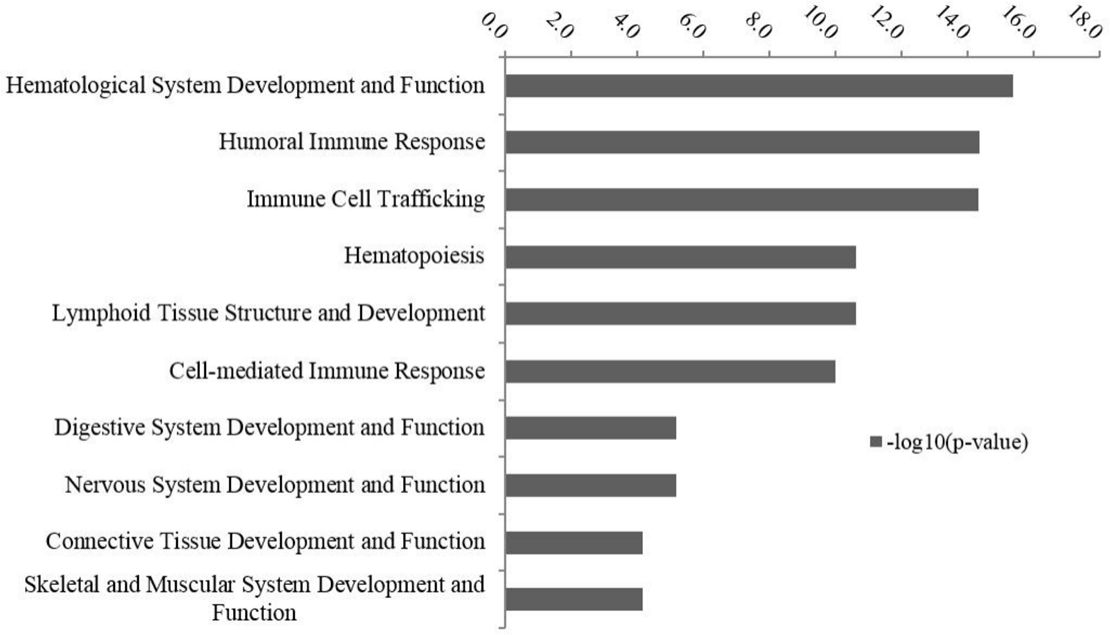
Top enriched functional categories by IPA for the differentially-expressed genes. The y-axis is on–log_10_ (P-value) scale: the greater the–log_10_ (P-value), the more likely that function is associated with the differentially expressed genes.

Eleven down-regulated DE genes in SS were associated with the decreased functions in “quantity of lymphocytes”, “development of lymphocytes”, “activation of lymphocytes” and “lymphocytes migration”. These genes include *KLHL6*, *POU2AF1*, *SASH3*, *MS4A1*, *CD22*, *CD19*, *CD79a molecule*, *immunoglobulin-associated alpha (CD79A)*, *CD79b Molecule*, *Immunoglobulin-Associated Beta* (*CD79B)*, *CXCL13*, *CCL19*, and *CCL21* (Table 5). 

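The genes KLHL6, SASH3, MS4A1, CD79B, CXCL13 and CCL21 were lower in every SS than in every NS. CD22, CD79A, CCL19 and POU2AF1 were also lower in SS but had at least 1 SS within the range of NS. DESeq2 called KLHL6, CD79B and CXCL13 at an adjusted p below 0.05, and neither limma without sample weights nor edgeR called any of these genes. With the steers weighted by the spread of their values, limma called CXCL13 (adjusted p = 0.0400). The adjusted p of CXCL13 was 4.54e-04 in DESeq2 and 0.904 in edgeR. DESeq2 gave no adjusted p for SASH3, CCL19 and CCL21.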

*KLHL6* is associated with B-cell activation and proliferation, and insufficient expression of this gene causes a reduction in B-cell subsets in mice [35]. The expression of *POU2AF1* is essential for B-cells activation and germinal center development [31], while *SASH3* is a signaling adapter gene expressed in lymphocytes, and decrease in its expression is associated with a decrease in activation and production of B-cells [34]. The *MS4A1* is important for B-cell proliferation, decrease in the number of B-cells was observed with insufficient expression of this gene [36]. 

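MS4A1 encodes a B-cell surface protein and lies on chromosome 15 from 84615939 to 84630983 of UMD3.1. It was at 89.3 ± 79.4 CPM (SD, n = 4) in NS and 9.54 ± 6.45 CPM (SD, n = 5) in SS. The lowest NS was steer 152 with 31.3 CPM, and the highest SS was steer 274 with 14.6 CPM. Steer 242 had 206 CPM and steer 294 had 0.801 CPM. With each steer left out in turn, the log2 fold change stayed between -3.64 (without steer 152) and -2.64 (without steer 294).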

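CD22 (chromosome 18 from 46228131 to 46239044 of UMD3.1) was at 66.2 ± 75.1 CPM (SD, n = 4) in NS and 8.27 ± 5.75 CPM (SD, n = 5) in SS. CD79A (chromosome 18 from 51679283 to 51682971) was at 16.7 ± 16.5 CPM in NS and 2.96 ± 1.81 CPM in SS (SD), a log2 fold change of -2.15 (standard error 0.70; exact permutation test, p = 0.0317). CD79B (chromosome 19 from 48784793 to 48787753) was at 23.4 ± 27.1 CPM in NS and 1.68 ± 1.16 CPM in SS (SD), a log2 fold change of -3.03 (standard error 0.73), with every SS below every NS. Its adjusted p was 0.0213 in DESeq2 and 0.928 in limma. The SD of NS was close to or above the mean for CD22, CD79A and CD79B, because steer 242 had 177 CPM of CD22 and 63.5 CPM of CD79B. The other NS had 14.7 to 47.5 CPM of CD22 and 4.89 to 16.0 CPM of CD79B. Leaving out steer 242 gave log2 fold changes of -1.84 for CD22, -1.58 for CD79A and -2.34 for CD79B.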

The *CD22*, *CD79a*, *CD79b* and *CD19* encode B-cell specific membrane proteins, and down-regulation of these genes indicate a potential decrease in B-cell number [37,38]. The CD19 was also reported to promote the activation of B-cells, and its down-regulation may contribute to decreased activation of B-cells [39] in SS. 

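CXCL13 lies on chromosome 6 from 94039945 to 94046358 of UMD3.1 and was at 127 ± 111 CPM (SD, n = 4) in NS against 5.93 ± 6.24 CPM (SD, n = 5) in SS. NS 108, 152 and 165 had 75.3, 72.9 and 66.6 CPM, and NS 242 had 293 CPM. The SS had 4.25 CPM (274), 16.6 (287), 0.801 (294), 5.63 (299) and 2.34 (310), so the nearest steers of the 2 groups were 287 and 165. The log2 fold change remained between -4.99 (without steer 287) and -4.00 (without steer 242) when single steers were left out. When limma weighted the steers by the spread of their values, CXCL13 was the only gene of S3 Table to pass over all genes (log2 fold change -3.92, adjusted p = 0.0400). These weights came from the same log2 values and do not measure the quality of RNA or library. The weight was 5.57 for NS 165, and 0.37, 0.42 and 0.32 for steers 242, 274 and 294. It was 0.54 to 1.94 for the other steers, so this result leans on NS 165.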

The *CXCL13* gene encodes a chemoattractant of B-cells, and expression of this gene is required for migration of B-cells to gut associated lymphoid tissues and formation of lymphoid follicle [40]. The CCL19 and CCL21 are chemoattractants for B-cells, and CCL19 is associated with migration of B-cells from bone marrow to peripheral lymphoid tissues [40], while CCL21 regulates B-cells movement in secondary lymphoid tissues [41]. 

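CCL19 (chromosome 8 from 77394837 to 77396746 of UMD3.1) was at 62.0 ± 79.1 CPM (SD, n = 4) in NS and 10.8 ± 8.39 CPM (SD, n = 5) in SS, a log2 fold change of -2.04 (standard error 0.71; exact permutation test, p = 0.0635). Its neighbour CCL21 (chromosome 8 from 77421388 to 77422532) was at 112 ± 169 and 9.44 ± 5.19 CPM (SD). Both means rested on steer 242, with 181 CPM of CCL19 and 366 CPM of CCL21, since the other NS had 22.1 to 22.6 CPM of CCL19 and 24.0 to 30.8 CPM of CCL21. Without steer 242, the log2 fold change was -1.29 for CCL19 and -1.71 for CCL21.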

Down-regulation of these genes suggests possible reduction in B-cell quantity, development and migration in SS, which may lead to impairment in mucosal IgA production. As a result, the susceptibility to colonization by *E*. *coli* O157:H7 at RAJ of SS may be higher than NS.

**Table 5:** Decreased immune functions in super-shedders identified by the DE genes using IPA.

Associated immune cells	Functions Annotation	z-score	Associated molecules
	cell movement of T lymphocytes	-2.4	*CCL19*, *CCL21*, *CCR7*, *CD69*, *CXCL13*, *IL2RA*, *LTB*, *SPP1*
	T cell homeostasis	-2.4	*CD79A*, *IL2RA*, *LEF1*, *LTB*, *RHOH*, *SH2D1A*, *SPP1*, *TCF7*, *THEMIS*
**T-cells**	T cell development	-2.4	*CD79A*, *IL2RA*, *LEF1*, *LTB*, *RHOH*, *SH2D1A*, *SPP1*, *TCF7*, *THEMIS*
	quantity of T lymphocytes	-2.3	*CCL19*, *CCL21*, *CCR7*, *CD79A*, *IL2RA*, *LTB*, *POU2AF1*, *RHOH*, *SASH3*, *SH2D1A*, *SIT1*, *THEMIS*
	quantity of CD4+ T-lymphocytes	-2.2	*CD69*, *RHOH*, *SH2D1A*, *SIT1*, *THEMIS*
	quantity of regulatory T lymphocytes	-2.2	*CCL19*, *CCL21*, *IL2RA*, *LTB*, *THEMIS*
	quantity of lymphocytes	-2.6	*CCL19*, *CCL21*, *CCR7*, *CD19*, *CD22*, *CD79A*, *CD79B*, *CXCL13*, *IL2RA*, *KLHL6*, *LTB*, *MS4A1*, *POU2AF1*, *RHOH*, *SASH3*, *SH2D1A*, *SIT1*, *THEMIS*
	development of lymphocytes	-2.5	*CD19*, *CD79A*, *GIMAP5*, *IL2RA*, *LEF1*, *LTB*, *RHOH*, *SH2D1A*, *SPP1*, *TCF7*, *THEMIS*
	binding of lymphocytes	-2.2	*CCL19*, *CCL21*, *CD22*, *CXCL13*, *SH2D1A*
**T-, B-cell**	infiltration by lymphocytes	-2.2	*CCL19*, *CCL21*, *CCR7*, *IL2RA*, *LTB*
	activation of lymphocytes	-2.0	*CD19*, *CD69*, *PLA2G2A*, *POU2AF1*, *S100A9*, *SASH3*, *SH2D1A*, *SPP1*
	maturation of lymphocytes	-2.0	*CD19*, *LEF1*, *RHOH*, *TCF7*
	cell viability of lymphocytes	-2.4	*CD19*, *CD22*, *CD79A*, *GIMAP5*, *LEF1*, *TCF7*
	Lymphocyte migration	-2.1	*CCL19*, *CCL21*, *CCR7*, *CD69*, *CXCL13*, *IL2RA*, *LTB*, *SH2D1A*, *SPP1*
**Phagocyte, macrophage, dendritic, neutrophils**	cell movement of phagocytes	-2.7	*CCL19*, *CCL21*, *CCR7*, *CXCL13*, *LTB*, *S100A8*, *S100A9*, *SPP1*
**Neutrophils**	chemotaxis of neutrophils	-2.6	*CCL19*, *CCL21*, *CCR7*, *CD69*, *S100A8*, *S100A9*, *SPP1*
**Dendritic cells**	migration of dendritic cells	-2.2	*CCL19*, *CCL21*, *CCR7*, *CXCL13*, *SPP1*
NK cells*	activation of natural killer cells	-2.0	*CD69*, *S100A9*, *SH2D1A*, *SPP1*

* NK cells: natural killer cells.

The isolated lymphoid follicles (ILFs) in the bovine rectum were suggested to be the source of secretory antibodies in the gut, serving as the first line of defense in the gastrointestinal (GI) tract [42]. Lymphotoxin is necessary for the initiation of ILF development [43], and the down-regulation of *lymphotoxin beta* (*LTB*) indicate probable decrease in production of lymphotoxin (Table 4). 

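LTB (chromosome 23 from 27529855 to 27531864 of UMD3.1) was at 50.8 ± 67.7 CPM (SD, n = 4) in NS and 5.00 ± 2.44 CPM (SD, n = 5) in SS. Steer 242 held 74.9% of the summed NS values. Without it the log2 fold change was -1.79, and without steer 152 it was -2.99. The ratio of the mean CPM of the groups gave a log2 value of -3.34.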

Impaired ILF was reported to cause a 10-fold increase of segmented filamentous bacteria [44], and 100-fold increase of anaerobic bacteria in the small intestine of mice [45]. Others have observed that impairment in ILF function resulted in a 10 to 100-fold increase of *Enterobacteriaceae* colonization in the ileum of mice [46]. These observations suggest that ILFs play an important role in regulating the density of bacterial populations attached to the intestinal epithelium of the host. 

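Per steer, LTB was at 22.2, 12.0, 16.9 and 152 CPM in NS 108, 152, 165 and 242. It was at 5.36, 7.88, 1.33, 6.20 and 4.25 CPM in SS 274, 287, 294, 299 and 310. The narrowest gap between the groups was therefore that of SS 287 and NS 152.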

Down-regulation of *LTB* indicated a possibility that the RAJ of SS contains less well-developed ILF than NS, and thus we speculate that a higher diversity of microbes can be harbored by RAJ of SS. This hypothesis is supported by the observation of greater diversity of fecal microbiota in SS as compared to NS from the same animals [47], and a tissue colonized microbiota study is required to further confirm our speculation.

In addition to ILFs, functions on the “movement of T lymphocytes”, “quantity of T lymphocytes” and “T-cell development” decreased in the RAJ of SS as compared to NS (Table 5). This suggests that the cell-mediated immune response could also be related to super-shedding. 

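The 17 genes that Table 5 lists under these functions had a mean log2 value of 4.90 ± 1.45 (SD, n = 4) in NS and 2.65 ± 0.84 (SD, n = 5) in SS. The mean difference was -2.25 (exact permutation test, p = 0.0159), and it was -1.53 without steer 242, whose mean of 7.05 stood apart from 4.00 to 4.36 in the other NS. The p from fry was 0.0232 with all steers and 0.0523 without steer 294, beside the exact permutation p over all steers. Both tests used genes that the study chose on these steers, so they are not independent evidence. LEF1 (chromosome 6 from 18335030 to 18450774 of UMD3.1) was at 54.0 ± 85.6 CPM in NS and 5.31 ± 2.60 CPM in SS (SD, n = 4 and 5), a log2 fold change of -2.12 (standard error 0.83). TCF7 was at 48.6 ± 62.3 and 10.3 ± 5.48 CPM (SD), a log2 fold change of -1.64 (standard error 0.71; exact permutation test, p = 0.0476). THEMIS, with 27.5 ± 40.6 CPM in NS and 5.67 ± 2.88 CPM in SS (SD), was not distinguishable between the groups (log2 fold change -1.38; exact permutation test, p = 0.190). Steer 242 held 84.5% of the summed NS values of LEF1 and 80.3% of those of THEMIS. Without it the log2 fold changes of LEF1, TCF7 and THEMIS were -1.12, -0.89 and -0.49.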

T-cells are distributed among the epithelium (intraepithelial T-cells, IET) and the lamina propria, with IET providing rapid T-cell responses to numerous antigens and lamina propria T-cells undertaking regulatory functions [48]. The decreased function in the movement, development and quantity of T-cells may lead to the reduced accumulation of IET and lamina propria T-cells in SS, enabling *E*. *coli* O157:H7 biofilms to more readily form on the RAJ epithelium.

### Differentially expressed genes that are associated with host innate immunity

The DE analysis of genes also revealed a decrease in the functions of “cell movement of phagocytes”, “chemotaxis of neutrophils” and “migration of dendritic cells”, and “activation of natural killer cells” (Table 5), suggesting less active innate immune protection in SS than NS.

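The 8 genes of phagocyte movement in Table 5 had a mean log2 difference of -2.79 between SS and NS, the 7 genes of neutrophil chemotaxis -2.41, the 5 genes of dendritic cell migration -2.87 and the 4 genes of NK cell activation -2.07. The lists share genes, and CCL19, CCL21, CCR7 and SPP1 are in each of phagocyte movement, neutrophil chemotaxis and dendritic cell migration, so they are not separate results. For all 4 lists the mean of every SS was below that of every NS (exact permutation test, p = 0.0159 each). The p from fry, beside that exact permutation p, was 0.00594, 0.0160, 0.00509 and 0.0293. Without steer 152 it was 0.0574 for neutrophil chemotaxis and 0.0824 for NK cell activation. Neither kind of p is independent evidence, because the study chose these genes on the same steers. None of the genes listed as markers of neutrophils, dendritic cells or NK cells had an identifier, so these cells were not analysed here by genes outside S3 Table.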

Intestinal phagocytes, especially macrophage, can rapidly eliminate bacteria without eliciting a strong inflammatory response [49]. In SS, down-regulation of six cytokine and cytokine receptor genes including *CCL13*, *CCL21*, *CXCL13*, *SPP1*, *LTB* and *CCR7* (Table 5) suggest a reduction in the function of the movement of phagocytes, including macrophage, neutrophils and dendritic cells [50–53]. 

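SPP1 (chromosome 6 from 38120577 to 38127577 of UMD3.1) was at 51.0 ± 55.4 CPM (SD, n = 4) in NS and 6.18 ± 6.26 CPM (SD, n = 5) in SS. Its log2 fold change of -2.31 (standard error 1.01) was within the spread of the steers (exact permutation test, p = 0.111). NS 108 had 4.89 CPM, whereas NS 152, 165 and 242 had 71.8, 7.41 and 120.0 CPM. Without steer 242 the log2 fold change was -1.55. CCL13 had no identifier in the tables used and was not analysed here, whereas Table 5 lists CCL19. Over the 8 genes listed in Table 5 for phagocytes, the mean log2 value was 4.71 ± 1.62 (SD, n = 4) in NS and 1.92 ± 0.47 (SD, n = 5) in SS.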

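S100A8 (chromosome 3 from 17146917 to 17147898 of UMD3.1) was at 0.977, 117, 0.657 and 14.0 CPM in NS 108, 152, 165 and 242, and at 0.739 ± 0.637 CPM (SD, n = 5) in SS. S100A9 (chromosome 3 from 17176216 to 17179005) was at 1.47, 112, 0.657 and 19.7 CPM in the same NS and at 0.977 ± 0.834 CPM (SD, n = 5) in SS. Steer 152 thus held 88.2% and 83.8% of the summed NS values, and NS 108 and 165 lay within the range of SS. The log2 fold changes of -2.72 (standard error 1.23) and -2.71 (standard error 1.22) were not larger than other divisions of the steers can give (exact permutation test, p = 0.127 and 0.143). Without steer 152 they were -1.38 and -1.46. DESeq2 called both genes (adjusted p = 0.0213 and 0.0272), and limma and edgeR called neither. The related S100A12 on the same chromosome was at 185 ± 328 CPM in NS and 13.7 ± 9.75 CPM in SS (SD), with 91.6% of the NS values in steer 152.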

Down-regulation of two S100 family genes, *S100 Calcium Binding Protein A8* (*S100A8*) and *S100 Calcium Binding Protein A9* (*S100A9*), involved in movement of neutrophils may also be an indication of decreased chemotaxis of neutrophils [54] in SS. Also, the function of “migration of dendritic cells” was predicted to be decreased in SS as a result of down-regulation of *CCL19*, *CCL21*, *CCR7*, *CXCL13* and *SPP1* (Table 5). 

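The mean log2 value of CCL19, CCL21, CCR7, CXCL13 and SPP1 was 5.37 ± 1.57 (SD, n = 4) in NS and 2.50 ± 0.44 (SD, n = 5) in SS. The SS lay between 2.12 in steer 294 and 3.05 in steer 299, below 4.38 in steer 108, the lowest NS. The mean difference was -2.09 without steer 242 and -3.20 without steer 108. When single steers were left out, the highest p from fry was 0.0138, with an exact permutation p of at most 0.0357. As the study chose these genes on these steers, such p are not independent evidence.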

All these genes encode cytokines/cytokines receptors which positively regulate chemotaxis of dendritic cells [50,55–57] that plays an important role in mucosal immune functions, such as antigen presenting and activation of B- and T-cells. The decreased function of migration of dendritic cells suggests reduced innate immune protection through fewer activated effector B- and T-cells distributed in the epithelium and lamina propria at the RAJ of SS. In addition, down-regulation of *CD69*, *S100A9*, *SH2D1A* and *SPP1* (Table 4) in SS is suggested to be associated with the decreased function in “activation of natural killer cells (NK cells)” (Table 5). 

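CD69 (chromosome 5 from 100740573 to 100747672 of UMD3.1) was at 51.9 ± 56.6 CPM (SD, n = 4) in NS and 14.6 ± 7.64 CPM (SD, n = 5) in SS, a log2 fold change of -1.65 (standard error 0.81; exact permutation test, p = 0.0476). Steer 294 had 1.47 CPM and the other SS 15.3 to 21.0 CPM, and the log2 fold change was -1.01 without steer 294 and -1.02 without steer 242. The mean log2 value of CD69, S100A9, SH2D1A and SPP1 was 4.06 ± 1.63 (SD, n = 4) in NS and 1.99 ± 0.52 (SD, n = 5) in SS. NS 108 and 165 had means of 2.69 and 2.73, close to 2.58 in SS 299.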

The *CD69* gene encodes a cell membrane protein of activated NK cells [58] and the *S100A9*, *SH2D1A* and *SPP1* gene products have been reported to positively regulate activation of NK cells [59–61], and therefore, their down-regulation suggest a decreased NK cell activation at the RAJ of SS.

### Pathway enrichment analysis of differentially expressed genes

To further define the potential functional outcomes of the 58 DE genes, the KEGG_PATHWAY analysis was performed. Four pathways were enriched by DAVID Bioinformatics including the hematopoietic cell lineage (KEGG PATHWAY entry: bta04640), cytokine-cytokine receptor interaction (KEGG PATHWAY entry: bta04060), the chemokine signaling pathway (KEGG PATHWAY entry: bta04062), and the B-cell receptor signaling pathway (KEGG PATHWAY entry: bta04662). Four down-regulated DE genes including *IL2RA*, *CD19*, *CD22* and *MS4A1*were found to be associated with the hematopoietic cell lineage pathway in SS. The down-regulation of *IL2RA* suggests the decrease in T-cell differentiation, and the down-regulation of *CD19*, *CD22*, *IL2RA* and *MS4A1* suggests the decrease in B-cell differentiation. 

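Across CCL19, CCL21, CCR7, CXCL13, IL2RA and LTB, NS had a mean log2 value of 5.38 ± 1.51 (SD, n = 4) and SS of 2.52 ± 0.76 (SD, n = 5). Steer 242 reached 7.63, while NS 108, 152 and 165 had 4.82, 4.42 and 4.67. SS ranged from 1.42 in steer 294 to 3.26 in steer 287. The mean difference of -2.87 had a p from fry of 0.00701, beside an exact permutation p of 0.0159, and was -2.12 without steer 242. Since the study chose these genes on these steers, both p are not independent evidence.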

Six down-regulated genes involved in cytokine-cytokine receptor interaction and chemokine signaling pathways were also identified, including *CCL19*, *CCL21*, *CCR7*, *CXCL13*, *IL2RA* and *LTB*. The down-regulation of these genes may be associated with a reduction in the chemotaxis of leukocytes in SS. Four down-regulated genes, *CD19*, *CD22*, *CD79a* and *CD79b* involved in the B-cell receptor signaling pathway also indicate a potential reduction in antibody production at the RAJ of SS. The pathway analysis of DE genes further suggested the potentially reduced innate and adaptive immune functions at RAJ of SS as identified above in the functional analysis.

### miRNA profiling and differentially expressed miRNAs for bovine rectal tissue

To identify the potential regulatory mechanism on gene expression associated with SS, we further studied miRNAs, a group of non-coding RNAs that post transcriptionally regulate gene expression (suppress target genes expression) [62]. In total, 33.5 M reads were generated with 399 ± 16 miRNA identified in each sample (S5 Table). Two miRNAs, bta-miR-1271 and bta-miR-29d-3p were found to be up-regulated in SS as compared to NS (FDR < 0.1, log 2 (fold change) > 1.0) (Fig 4). The bta-miR-29d-3p belongs to miR-29 family which plays a regulatory role in adaptive and innate immune responses [63], and up-regulation of this particular miRNA may suppress immune responses. Both target prediction and correlation analysis between gene and miRNA expression levels indicate that bta-miR-29d-3p potentially targets one of DE genes, *G-protein signaling 13* (*RGS13*). 

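Across the 9 steers, RGS13 on the log2(CPM + 0.5) scale and the abundance of bta-miR-29d-3p (RPM), given as the paper's values from S5 Table, had a Pearson r of -0.811 (exact permutation test over all pairings, p = 0.00975) and a Spearman rho of -0.833 (exact permutation test, p = 0.00827). Values of r were also computed for the 165 genes that S6 Table gives for this miRNA, only to set them beside those of the paper. A p was computed for RGS13 alone and no adjustment was made. The paper chose this pair on these same steers, by a negative correlation and by differences between SS and NS. The p over all pairings are therefore not independent evidence. With RGS13 in CPM on a linear scale, r was -0.674 (exact permutation test, p = 0.0324). The paper's reported r is -0.76163. Permuting the steers only within SS and within NS gave p = 0.216 for the same r (exact, 2880 pairings), with an r of -0.561 between the deviations from the group means. Leaving out steers 274 and 294, which lie farthest from the median of the miRNA, gave r = -0.591 (exact permutation test, p = 0.161), so with both left out the relation was not distinguishable from chance. Without steer 274 alone, r was -0.831 (exact permutation test, p = 0.0201), so it rests on steer 294 more than on steer 274. Without steer 294 alone, r was -0.660 (exact permutation test, p = 0.0687). The miRNA values correspond to 0, 2, 6 and 3 reads in NS 108, 152, 165 and 242 and to 33, 11, 13, 15 and 18 reads in SS 274, 287, 294, 299 and 310, in miRNA libraries of 650724 reads in steer 108 to 6314566 in steer 310. The 0 reads of steer 108 allow a level of up to 4.61 RPM, above the 4.06 and 2.85 RPM of SS 287 and 310, and without steer 108 r was -0.759 (exact permutation test, p = 0.0336).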

*RGS13* is expressed in lymphoid tissues and has been detected in B-cells [64], and down-regulation of *RGS13* could lead to impaired chemotaxis and maturation of B-cells in germinal center [65]. 

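RGS13 (chromosome 16 from 13213114 to 13240290 of UMD3.1) was at 31.4 ± 12.1 CPM (SD, n = 4) in NS and 6.07 ± 3.91 CPM (SD, n = 5) in SS. The log2 fold change was -2.46 (standard error 0.57), every SS was below every NS (exact permutation test, p = 0.0159), and the adjusted p over all genes was 0.928 in limma and 0.0755 in DESeq2. NS 108, 152, 165 and 242 had 41.0, 14.8, 30.3 and 39.6 CPM. Unlike most down-regulated genes, RGS13 was not highest in steer 242, although that steer was close to steer 108, the highest. Steer 287 was the highest SS with 11.6 CPM. The log2 fold change was -2.01 without steer 294 and -2.78 without steer 152.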

Up-regulation of bta-miR-29d-3p and down-regulation of *RGS13* in the SS (S6 Table) in SS, indicates that this miRNA-mRNA pair is possibly involved in the impaired migration and development of B-cells in SS. Further investigations are needed to identify the role of *RGS13* in *E*. *coli* O157:H7 shedding, and the regulatory mechanism of bta-miR-29d-3p.

**Fig 4:**
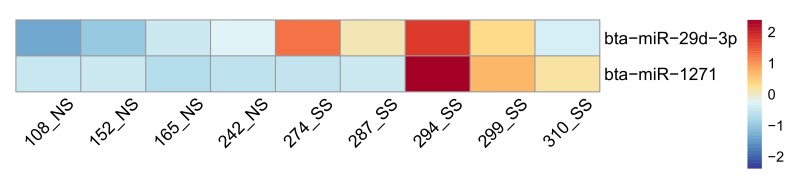
Differentially expressed miRNAs in recto-anal junction. The heatmap was created using pheatmap function in R package. Blue colors represent lower expression, and red color represent higher expression. Scaled reads per million (RPM) values were indicated by the color bar. NS, non-shedders; SS, super-shedders.

### Other factors possibly contributing to decrease in host immune functions in SS

Environmental and bacterial factors could also contribute to the decrease in the immune function of SS. Since the cattle were from the same feedlot, it would be reasonable to assume that the environmental factors were similar for each of the sampled individuals. Colonization of the RAJ itself by *E*. *coli* O157:H7 could impair host immune responses as several EHEC secretive proteins, such as NleB (non-LEE-encoded type III effector B), NleC, NleE and NleH have been shown to impair host innate immunity by disrupting NF-κB pathways [7]. Furthermore, Shiga-toxins produced by EHEC could also suppress cellular immune responses, as shown by the down-regulation of membrane surface proteins on macrophages [66] and a reduction in the activation and proliferation of B- and T-cells [67]. Therefore, *E*. *coli* O157:H7 mediating mechanisms may also contribute to the observation that the rectal tissue of SS exhibited less effective innate and adaptive immune protection.

Based on above detected changes in rectal transcriptomes, it is difficult to conclude if the potentially reduced immune functions in SS are an inherent property of these animals, or those immune functions were repressed by *E*. *coli* O157 mediated activities. It is worthy to mention that although current study is the first to clearly present a connection between host gene expression and super-shedding phenomenon, there are limitations in terms of discrepancy of sampling time between tissue collection and feces *E*. *coli* O157 enumeration. To define whether such connection can be biologically meaningful and to gain fundamental understanding of super-shedding, a complicated biological phenomenon, as well as to investigate immunomodulatory of *E*. *coli* O157, further research including (1) synchronized tissue and fecal sampling from alive SS and (2) longitudinal monitoring both host gene expression and *E*. *coli* O157 shedding levels is required.

## Conclusion

Transcriptomic (mRNAs and miRNAs) analysis of rectal tissues from NS and SS suggested a potentially decreased function in the number and movement of phagocytes and lymphocytes in the rectum of SS. Because the ILFs, epithelium and lamina propria contain the majority of mucosal immune cells at the RAJ, our findings reflect potential impairment of these rectal lymphoid structures in SS. Based on the transcriptomic analysis, the rectal mucous membrane ILF of SS may contain less lymphocytes, macrophage and dendritic cells than NS. The less expression of immune related genes also indicates a failure to mount adequate immune protection in RAJ of SS which can result in enhanced colonization by *E*. *coli* O157:H7, and/or that colonization by the bacterium itself suppresses immune function. Our study showed contradicted results comparing to previous studies on *E*. *coli* O157:H7 experimentally challenged cattle that innate and adaptive immune responses could be promoted at the RAJ [68], including increased neutrophil infiltration and IgA production [68] and increased release of cytokine and proliferation of T-cells and NK cells [8]. Different from previous studies, we focused on cattle naturally-colonized with *E*. *coli* O157:H7, which may have different response mechanisms comparing to experimentally challenged condition. In addition, sampling from commercial feedlot limited our sampling approaches, rendering a necessity of further verification for current data. However, current findings not only justify further research, but also raised an important question: is the repressed immune protection a result of *E*. *coli* O157 activity or an inherent property of SS? Improved sampling technique that allow synchronized rectal tissue and feces sampling from SS would potentially answer this question. To advance our understanding on the mechanisms of *E*. *coli* O157:H7 colonization at the RAJ of cattle, and the mechanisms resulting in the super-shedding phenotype as well as to verify our findings, immunological and proteomic studies are also required. The transcriptomes of other regions of the bovine gut should also be investigated to define if there are any specific genes expressed at RAJ that make it the preferred site for colonization by *E*. *coli* O157:H7 in the gastrointestinal tract. From our results, the transcriptome of non-persistent super-shedders appears to differ from those of non-shedders, largely due to factors linked to immune function. This is an important preliminary step in helping to identify pre-disposing factors for super-shedding, although additional information is required to define the actual mammalian and bacterial cellular response that lead to super-shedding.

## Supporting Information

S1 Table Genes used for core transcriptomic analysis for RAJ tissue. (XLSX) Click here for additional data file.

S2 Table Top physiological functions of rectal tissue and associated molecules. (XLSX) Click here for additional data file.

S3 Table The Ensembl ID, Gene Symbol and log 2 (fold change) of DE genes. (XLSX) Click here for additional data file.

S4 Table Functions significantly changed. Predicted by IPA, functions with z-sore < -2 or > 2 in super-shedders.
(XLSX) Click here for additional data file.

S5 Table miRNAs identified in RAJ tissues of each animal. Expression level indicated by reads per million (RPM).
(XLSX) Click here for additional data file.

S6 Table Targets of bta-miR29d-3p and bta-miR-1271; miRNA-target Pearson correlation coefficient and P-value. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

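RNA was sequenced from whole RAJ tissue of 5 SS and 4 NS, with 1 library per steer. The authors deposited a table of CPM per Ensembl gene, made from stranded, rRNA-depleted libraries that they mapped to UMD3.1 with Tophat2. The program that counted the reads and the step from counts to CPM are not given in the sources used here. Each column of the deposited CPM values summed to the same total, and all columns were used. Because the deposited CPM are whole multiples of 1 read in each library, read counts were recovered from them, within a tolerance of 0.01 reads. The totals of these counts ranged from 5412523 in SS 274 to 12278503 in NS 108, and 1 SS library was the shallowest, so low genes are less precise there. The counts were 32.8% to 51.9% of the mapped reads in the paper's Table 3. The paper's own DE genes came from FPKM values tested with Cuffdiff, and these FPKM were not used here.
The mapping of steers to SS and NS was taken from the sample labels and the paper. The design, the alternatives and the marker lists were set before the data were examined, apart from those named as chosen after seeing the data. The tests used R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The main test was limma with eBayes and an intensity trend on log2(CPM + 0.5), over genes with at least 0.5 CPM in at least 4 steers, with Benjamini-Hochberg adjustment. Genes with an adjusted p below 0.05 and an absolute log2 fold change above 1 were called, as in the paper. edgeR's quasi-likelihood test and DESeq2 were run on the recovered counts as alternatives. Gene lists were tested with camera at a preset correlation of 0.01, with camera at the estimated correlation, with fry and with exact permutation tests. On simulated data with the dispersion of these samples, limma recovered 48.4% of 188 genes changed 4-fold and 91.8% of 183 genes changed 16-fold, out of 15221 and 15203 genes tested. The simulated genes varied independently, with no difference between steers shared by many genes. The real genes varied together, so these shares may overstate what limma could recover here.
Other pseudocounts, filters, scalings, thresholds, variance models and sample weights, the mapped percentage as a covariate and the omission of each steer in turn were tried as alternatives. Chosen after seeing the data were the libraries thinned to the smallest total and the covariates made from the marker lists. The genes named are those that the paper names in its text, Tables 4 and 5, Fig 2 and S3 Table, whose values there had been seen, the qPCR reference genes ACTB, GAPDH and RPLP0, and marker genes where a sentence needs them. The rule also allowed up to 5 genes that rose and 5 that fell among called genes outside S3 Table. Names were available for 2052 identifiers. Coordinates are those of S3 Table on UMD3.1. Of the marker lists, 11 of 16 genes were named for colonic epithelium, 10 of 11 for smooth muscle, 10 of 12 for fibroblasts, 4 of 11 for macrophages, 2 of 8 for plasma cells and 1 of 15 for T cells. None was named for B cells, germinal centres, neutrophils, dendritic cells, NK cells, squamous epithelium or enteric neurons and glia, and these lists were not analysed here. S2 Table was not used here. A gene that the paper names is not reported here on its own. The miRNA values are the paper's RPM from S5 Table.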

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

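The use of the mapped percentage, of median-of-ratios scaling and of the omission of single steers against an explanation was chosen after the result was seen, although these alternatives had been set earlier. The other tests in this part were chosen after the result was seen, other than those with the lists of squamous epithelium and neutrophils, the test of CD3G between the groups and the 200 genes that vary with the immune genes, which were written down before their results. A steer far from the others of its group was sought with Dixon's ratio, the gap to the nearest steer over the range of the group, on the log2 scale. Chance gives about 1 in 20 groups, which is 7.9 of the 158 groups examined, and 23 were found. Genes and lists share steers and genes, so these are not separate findings.
Steer 242 was far above the other NS for CCL19 (0.9893), CXCL13 (0.9173), CCL21 (0.9103), LEF1 (0.8907), GIMAP5 (0.8793), THEMIS (0.8551), CCR7 (0.8375) and LAMP3 (0.8301), with ratios above Dixon's 95% critical value for 4 steers. The same held for its means over the immune genes of Table 4 (0.8681), the T lymphocyte genes (0.8813), the cytokine and chemokine genes (0.8761) and the 47 down-regulated genes of S3 Table (0.8781). Its mean over the colonic epithelium list was far below the other NS (0.9547).
Steer 294 was far below the other SS for KLHL6 (0.9137), LAMP3 (0.9054), CD69 (0.872), SH2D1A (0.8578) and SASH3 (0.7894), with ratios above the critical value for 5 steers. Its means over the B-cell receptor genes (0.8165), the 47 down-regulated genes (0.8117), the Table 4 genes (0.772) and the hematopoietic lineage genes (0.7167) were also far below the other SS. Steer 274 was far above the other SS for PNPLA2 (0.7903).
A candidate explanation for steers 242 and 294 is the amount of lymphoid tissue in each biopsy. CD3G, a T-cell gene outside S3 Table, had a ratio of 0.866 for steer 242 and of 0.695 for steer 294, which is below the critical value for 5 steers, and it was the only gene of the B-cell and T-cell lists with an identifier. The explanation therefore stays open. Biological differences between steers of the same group were not tested for these lymphoid genes.
The lower values of the immune genes in SS were set against several technical explanations. The 31 genes of Table 4 stayed lower, with a p from fry of 0.0247 with the epithelium list as a covariate, 0.00747 with the smooth muscle list, 0.0257 with the fibroblast list and 0.0248 with the mapped percentage. With median-of-ratios scaling it was 0.0137, and the highest value with 1 steer left out was 0.0244, without steer 310. Camera at the estimated correlation gave 0.0657 there and 0.0634 without steer 287, past 0.05, while the mean difference was -2.39 and -2.47. Because the study chose these genes on these steers, low p from fry are favoured and cannot exclude these explanations. With the epithelium, smooth muscle and fibroblast lists and the mapped percentage as covariates, the mean difference was -2.25, -2.48, -2.22 and -2.35. The mean difference without a covariate was -2.35, so these covariates removed little of it.
The amount of lymphoid tissue taken with each biopsy, or lymphoid tissue that differs between SS and NS, could both lower these genes. The 200 genes outside S3 Table that varied most closely with them within the groups had a mean log2 difference of -0.92, 196 of them lower in SS (exact permutation test, p = 0.0952). The 200 genes with the most negative correlation within the groups, r from -0.965 to -0.772, had a mean of 0.24 (exact permutation test, p = 0.508). They varied opposite to the immune genes and are not a set unrelated to them. CD3G differed by -1.27 on the log2 scale. A difference between SS and NS that the paper proposes and a difference in sampling cannot be told apart here, because both would lower the same genes in the same steers. For S100A8, S100A9 and S100A12, a difference in squamous epithelium or in neutrophils could not be examined, since 0 genes of the squamous epithelium list and 0 of the neutrophil list had an identifier.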

How the results depend on the processing

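The tests reported here were set before their results were seen, except the thinned libraries, the covariates from marker lists and the count of other divisions of the steers. No paired analysis was made, because the paper calls the NS pen-mates of the SS but the pen of each steer is not given in the sources used here. Where a value changed, the cause was not tested, apart from depth for the number of genes detected.
The count of DE genes was 0 with limma, 2 with sample weights, 19 with DESeq2 and from 0 to 1 with 1 steer left out, and 0 under the other alternatives. DESeq2 gave 21 genes on adjusted p alone and 34 at an adjusted p below 0.1, and no adjusted p for 181 genes. Without steer 108 the gene was ENSBTAG00000021565, without steer 299 ENSBTAG00000003668, and with weights CXCL13 and ENSBTAG00000031933. The unnamed genes were chosen after their values were seen. Among 100 divisions of the steers into groups of 4 and 5, 100 gave at least as many DE genes in limma as SS and NS, which a count of 0 makes certain and which says nothing about chance. Of these divisions 44 gave as many genes with an unadjusted p below 0.05, 17 as many genes in DESeq2 and 10 as many lower genes in DESeq2, the division into SS and NS included, so chance was not excluded for these 3 counts. The division that put steers 242, 274, 294 and 299 together gave 1224 DE genes in limma.
Over all genes, the number of S3 Table genes past an adjusted p of 0.05 was 0 with limma, 1 with sample weights and 9 with DESeq2, which gave an adjusted p for 40 of them. Adjusted over the list alone it was 26 with limma, 46 with edgeR (2 of them higher in SS), 37 with DESeq2 (7 higher) and 16 with the mapped percentage as a covariate, and from 17 without steer 310 to 36 without steer 152 with 1 steer left out. The direction of S3 Table was kept by 58 genes, by 55 with weights, 53 with the mapped percentage and at least 55 with 1 steer left out. The Table 4 genes stayed lower in all alternatives.
The epithelium list differed between SS and NS by -1.31 with a camera adjusted p of 0.137. It passed 0.05 with median-of-ratios scaling (-1.16, adjusted p = 0.0130), sample weights (-1.10, adjusted p = 0.00575) and edgeR (-0.24, adjusted p = 0.0257), and without steers 242, 287 and 310 (adjusted p = 8.71e-04, 0.0112 and 0.0232). With all steers the adjusted p was 0.899 at the estimated correlation and 0.668 with fry. With 1 steer left out it ran from -2.07 without steer 242 to -0.18 without steer 294. The smooth muscle list, with a camera adjusted p of 0.947, reversed with edgeR (0.88) and DESeq2 (0.92). It ran from -1.29 without steer 294 (camera adjusted p = 0.0116) to 0.33 without steer 274 (camera adjusted p = 0.0320), in opposite directions. At the estimated correlation the camera adjusted p were 0.606 without steer 294 and 0.709 without steer 274. The fibroblast list had a camera adjusted p of 1.58e-04 with a mean difference of 0.49, but adjusted p of 0.527 at the estimated correlation and 0.668 with fry for the same 0.49. It reversed to -0.017 with the mapped percentage, and was 0.11 without steer 274, 0.19 without steer 294 and 0.89 without steer 287. It was 1.19 with edgeR (adjusted p = 1.33e-04) and 1.22 with DESeq2 (adjusted p = 5.75e-06).
The genes detected per steer were 17859.1, 17122 at 0.1 CPM or more, 15104.4 at 0.5 CPM or more and 17172 after thinning. The difference of SS from NS was -525.4, 8.1 (exact permutation p = 1), -86.95 (exact permutation p = 0.587) and -178.9 (exact permutation p = 0.524). The value at 0.1 CPM decides nothing, because 1 read is above it in steers 242, 274, 294 and 299 and below it in the others. After thinning SS and NS overlapped, but SS 287 and 310, with 17586 and 17783 genes, had deeper libraries than NS 152, 165 and 242 and fewer genes, and SS 274, the shallowest library, had the most genes of the SS (17855). Depth as the cause of the difference in the number detected thus stays open. The correlation of RGS13 with bta-miR-29d-3p ran from -0.867 without steer 242 to -0.660 without steer 294, and was -0.591 without steers 274 and 294.
Of the 58 genes, those that reversed were mostly up-regulated genes. With sample weights the log2 fold change was -0.043 for CDKN1C, -0.26 for GAS1 and 0.065 for FCN2. With the mapped percentage it was -0.44 for CDKN1C, -0.046 for SFRP2, -0.64 for GAS1, -0.041 for CILP and -0.36 for PODN. With the epithelium list as a covariate it was -0.021 for CDKN1C, -0.47 for GAS1 and -0.32 for PODN, and with the fibroblast list -0.21, -0.52 and -0.34. With 1 steer left out, CDKN1C ran from -0.42 without steer 274 to 1.08 without steer 287, GAS1 from -0.59 without steer 274 to 0.75 without steer 310, PODN from -0.14 without steer 274 to 1.26 without steer 287 and RGS2 from -0.64 without steer 108 to 0.10 without steer 165.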

Differences from the paper's values

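The paper's count of DE genes is 58, with the paper's 11 higher and 47 lower in SS, against 0, 0 and 0 here with limma. No alternative set before the data were examined reached the paper's counts. DESeq2 came nearest with 19 DE genes, all lower in SS, of which 9 are in S3 Table, and sample weights called CXCL13. Here the steers are the replicates and the values are CPM, and the paper's are FPKM. The values given next for each gene are differences of mean log2(CPM + 0.5), a measure unlike the paper's log ratio of expression levels. The log2 ratio of the group means is nearer to it. Over the 58 genes its median absolute difference from the paper was 0.212, against 0.417 with limma. By that ratio CDKN1C was at 2.27, GAS1 at 1.40 and RGS2 at -0.42, still apart from the paper's values.
For CDKN1C the paper's log2 fold change in S3 Table is 4.2492 and the value here was 0.57, and no alternative set before the data were examined came within its standard error of the paper's value. For SFRP2 the paper's log2 fold change in S3 Table is 2.97831 and the value here was 1.04, and of these alternatives those within their standard error of the paper's value were edgeR, DESeq2 and the ratio of the group means. For GAS1 the paper's log2 fold change in S3 Table is 2.82572 and the value here was 0.23, and no alternative set before the data were examined came within its standard error of the paper's value. For PNPLA2 the paper's log2 fold change in S3 Table is 2.30743 and the value here was 0.78, and of these alternatives those within their standard error of the paper's value were DESeq2. For HSPB6 the paper's log2 fold change in S3 Table is 2.20504 and the value here was 1.29, and of these alternatives those within their standard error of the paper's value were edgeR, DESeq2, the ratio of the group means and the omission of steer 165, 287 and 310. For EVPL the paper's log2 fold change in S3 Table is 2.1655 and the value here was 0.83, and of these alternatives those within their standard error of the paper's value were the mapped percentage as a covariate, edgeR, DESeq2, the ratio of the group means and the omission of steer 152, 165, 274 and 287. For CILP the paper's log2 fold change in S3 Table is 2.12621 and the value here was 0.83, and of these alternatives those within their standard error of the paper's value were edgeR, DESeq2, the ratio of the group means and the omission of steer 242 and 287. For PODN the paper's log2 fold change in S3 Table is 2.02792 and the value here was 0.50, and of these alternatives those within their standard error of the paper's value were edgeR, DESeq2, the ratio of the group means and the omission of steer 242 and 287. For MXRA8 the paper's log2 fold change in S3 Table is 1.95194 and the value here was 0.95, and of these alternatives those within their standard error of the paper's value were edgeR, DESeq2 and the ratio of the group means. For LOXL1 the paper's log2 fold change in S3 Table is 1.74426 and the value here was 0.72, and of these alternatives those within their standard error of the paper's value were edgeR and DESeq2. For RGS2 the paper's log2 fold change in S3 Table is -2.70524 and the value here was -0.28, and no alternative set before the data were examined came within its standard error of the paper's value. For LEF1 the paper's log2 fold change in S3 Table is -3.13081 and the value here was -2.12, and of these alternatives those within their standard error of the paper's value were the mapped percentage as a covariate, edgeR, DESeq2, the ratio of the group means and the omission of steer 108, 152, 165, 274 and 299. For FCN2 the paper's log2 fold change in S3 Table is -3.24912 and the value here was -1.38, and of these alternatives those within their standard error of the paper's value were edgeR, DESeq2 and the ratio of the group means. For S100A12 the paper's log2 fold change in S3 Table is -3.80173 and the value here was -2.13, and of these alternatives those within their standard error of the paper's value were edgeR, DESeq2, the ratio of the group means and the omission of steer 165. For CCK the paper's log2 fold change in S3 Table is -4.18433 and the value here was -1.86, and of these alternatives those within their standard error of the paper's value were edgeR, DESeq2 and the ratio of the group means. For S100A9 the paper's log2 fold change in S3 Table is -5.01774 and the value here was -2.71, and of these alternatives those within their standard error of the paper's value were edgeR, DESeq2 and the ratio of the group means. For S100A8 the paper's log2 fold change in S3 Table is -5.48051 and the value here was -2.72, and of these alternatives those within their standard error of the paper's value were edgeR, DESeq2 and the ratio of the group means.
The error meant is 1 standard error of the log2 fold change in the test run here, that of limma for edgeR and the ratio of the group means, and it differs between the alternatives. S3 Table gives no error. The alternatives not named for a gene were farther from the paper's value than their own standard error. Over the 58 genes, 41 were within this error with limma, 53 with the ratio of the group means, 54 with edgeR and 55 with DESeq2, 6 with sample weights and 14 without steer 242.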

Other observations

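The tests in this part were chosen after the result was seen, other than the mapped percentage as a covariate, edgeR, DESeq2 and the omission of single steers, which were alternatives set earlier. The first principal component of the log2 values held 49.8% of the variance and the next 19.2%. It did not follow the groups, since SS 274 and 294 and NS 242 lay on one side and SS 287, 299 and 310 with the other NS on the other. One hypothesis is that the biopsies held different amounts of colonic epithelium and connective tissue. The mean of the epithelium list had a Pearson r of -0.977 with the component (exact permutation p = 2.76e-05, adjusted over 3 lists 8.27e-05) and a Spearman rho of -0.967 (exact permutation p = 1.65e-04, adjusted 4.96e-04). Without steers 294 and 242, which lie farthest from the median, r was -0.978 (exact permutation p = 7.94e-04). The fibroblast list had r = 0.916 (exact permutation p = 0.00130, adjusted 0.00194) and rho = 0.917 (exact permutation p = 0.00131, adjusted 0.00197), and r = 0.804 without steers 274 and 294 (exact permutation p = 0.00675). The smooth muscle list had r = 0.141 (exact permutation p = 0.738) and rho = 0.283 (exact permutation p = 0.463), and r = 0.525 without steers 274 and 287 (exact permutation p = 0.241), so a relation could not be told here. The paper does not report these differences between biopsies.
The 11 up-regulated genes of S3 Table had a mean log2 difference of 0.80 (exact permutation p = 0.381), and 1.33 without steer 287, 0.32 without steer 274, 0.44 without steer 294, 1.92 with edgeR and 1.96 with DESeq2. With the fibroblast list as a covariate the difference was 0.19, with the epithelium list 0.23, and with the mapped percentage 0.17. These values are consistent with a contribution of connective tissue, of epithelium or of the mapped share in some SS, and these were not separated from each other.
JCHAIN, a plasma cell gene outside S3 Table, was at 2419.7 ± 868 CPM (SD, n = 4) in NS and 2773 ± 2489 CPM (SD, n = 5) in SS (log2 difference -1.38, exact permutation p = 0.556). SS 274 and 294 had 59.3 and 86.9 CPM, and the other SS 4021 to 4992 CPM. In the paper's S5 Table, bta-miR-29d-3p was at 1.75 ± 1.503 RPM (SD, n = 4) in NS and 5.56 ± 2.45 (SD, n = 5) in SS (exact permutation p = 0.0317), from 11 reads over the NS and 90 over the SS. The paper's other DE miRNA, bta-miR-1271, was at 21.1 ± 6.93 RPM (SD, n = 4) in NS and 81.7 ± 73.3 RPM (SD, n = 5) in SS, and the groups were not distinguishable (exact permutation p = 0.0952).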
